# Distinct histopathological phenotypes of severe alcoholic hepatitis suggest different mechanisms driving liver injury and failure

**DOI:** 10.1172/JCI157780

**Published:** 2022-07-15

**Authors:** Jing Ma, Adrien Guillot, Zhihong Yang, Bryan Mackowiak, Seonghwan Hwang, Ogyi Park, Brandon J. Peiffer, Ali Reza Ahmadi, Luma Melo, Praveen Kusumanchi, Nazmul Huda, Romil Saxena, Yong He, Yukun Guan, Dechun Feng, Pau Sancho-Bru, Mengwei Zang, Andrew MacGregor Cameron, Ramon Bataller, Frank Tacke, Zhaoli Sun, Suthat Liangpunsakul, Bin Gao

**Keywords:** Gastroenterology, Hepatitis

## Abstract

Intrahepatic neutrophil infiltration has been implicated in severe alcoholic hepatitis (SAH) pathogenesis; however, the mechanism underlying neutrophil-induced injury in SAH remains obscure. This translational study aims to describe the patterns of intrahepatic neutrophil infiltration and its involvement in SAH pathogenesis. Immunohistochemistry analyses of explanted livers identified two SAH phenotypes despite a similar clinical presentation, one with high intrahepatic neutrophils (Neu^hi^), but low levels of CD8^+^ T cells, and vice versa. RNA-Seq analyses demonstrated that neutrophil cytosolic factor 1 (NCF1), a key factor in controlling neutrophilic ROS production, was upregulated and correlated with hepatic inflammation and disease progression. To study specifically the mechanisms related to Neu^hi^ in AH patients and liver injury, we used the mouse model of chronic-plus-binge ethanol feeding and found that myeloid-specific deletion of the *Ncf1* gene abolished ethanol-induced hepatic inflammation and steatosis. RNA-Seq analysis and the data from experimental models revealed that neutrophilic NCF1-dependent ROS promoted alcoholic hepatitis (AH) by inhibiting AMP-activated protein kinase (a key regulator of lipid metabolism) and microRNA-223 (a key antiinflammatory and antifibrotic microRNA). In conclusion, two distinct histopathological phenotypes based on liver immune phenotyping are observed in SAH patients, suggesting a separate mechanism driving liver injury and/or failure in these patients.

## Introduction

Alcohol use disorder is a major contributor to several medical morbidities, including alcohol-associated liver disease (ALD) (1). There has been an exponential increase in the incidence of ALD worldwide, particularly in the United States (2). Patients with ALD may present with various histopathological abnormalities ranging from simple steatosis to more severe manifestations associated with inflammation and fibrosis (3–5). Alcoholic hepatitis (AH) is characterized by an abrupt rise in serum bilirubin levels, systemic inflammation, coagulopathy, and liver-related complications. It has a high short-term mortality, especially in patients with severe forms of AH (SAH) (6, 7). Despite the advancement in basic and translational research activities, the underlying molecular mechanisms driving AH pathogenesis remain poorly understood (8, 9). At present, no FDA-approved pharmacological interventions have been approved (3–5, 10, 11). Accumulating evidence suggests that multiple types of immune cells are involved in the pathogenesis of AH, including neutrophils, resident and infiltrating macrophages, and other cell types in the innate and adaptive immune system (12). The ratio of neutrophils to lymphocytes has been reported to predict 90-day mortality of AH patients (13). However, the role and function of immune cells in the pathogenesis of AH remain obscure.

Neutrophil dysfunction has been described not only in patients with AH, but also in those with cirrhosis (14, 15). However, the mechanisms underlying neutrophil dysfunction in ALD and its implications in alcohol-induced liver injury are not well understood. Neutrophils are the most abundant white blood cells in mammals, representing the first line of innate immune response. Neutrophils in the peripheral blood were previously thought to be a homogeneous cell type. However, recent data have revealed the heterogeneity of neutrophil populations with varying functions beyond antimicrobial properties. Neutrophils play an important role in tissue repair and immune regulation (16–18) and thus likely play multiple roles in alcohol-induced liver injury by coordinating the immune and inflammatory responses through phagocytosis, ROS generation, degranulation, cytokine and chemokine production, and neutrophil extracellular trap (NETs) release (19–22). Neutrophil-induced oxidative stress and inflammation can be triggered by the oxidative modification of albumin found in patients with SAH (20). We have previously reported that neutrophils contribute to alcohol-induced liver injury, as demonstrated by findings that blocking neutrophil infiltration using anti–C-X-C motif chemokine ligand 1 (anti-CXCL1) treatment or *Cxcl1* gene deletion significantly ameliorated alcohol-induced liver damage (19).

Mechanistically, neutrophils cause tissue injury by producing inflammatory mediators, proteases, and ROS (18). ROS production in neutrophils is controlled by the multimeric transmembrane enzyme complex NADPH oxidase (NOX) (23). In addition, several NOX-associated molecules are required for NOX activation, acting by stabilizing the NOX proteins and docking cytosolic factors, including phagocytic oxidase (phox) units: p47^phox^ (also called neutrophil cytosolic factor 1 [NCF1]), p67phox (NCF-2), p40phox (NCF-4), p22phox, and gp91phox (23). Among them, the *Ncf1* gene, which encodes the phox unit p47phox, is predominantly expressed in neutrophils and plays an important role in controlling ROS production in neutrophils (24).

In the current translational study, we observed an interpatient variability with distinct hepatic inflammatory cell infiltration in patients with SAH. Two interesting observations were (a) a negative correlation between neutrophilic infiltration in the hepatic parenchymal area and CD8^+^ T cells in the fibrotic area and (b) a positive correlation among neutrophilic infiltration, model for end-stage liver disease score (MELD score; a scoring system predicting prognosis of liver disease), and serum alanine aminotransferase (ALT) levels. Mechanistically, we found that hepatic *NCF1* expression is markedly upregulated and correlates with neutrophil infiltration in SAH patients. To define the role of neutrophil NCF1 in AH pathogenesis, we generated myeloid cell–specific *Ncf1*-KO (*Ncf1^Lyz–/–^*) mice and challenged these mice with chronic-plus-binge ethanol feeding, a model known to be associated with high intrahepatic neutrophil infiltration (25). Our data revealed that *Ncf1^Lyz–/–^* mice had reduced hepatic neutrophil accumulation, liver injury, and inflammation compared with ethanol-fed WT mice. Transcriptomic analysis with RNA-Seq demonstrated a unique role of neutrophilic NCF1-induced ROS generation in mediating alcohol-induced liver injury through its regulation of inflammation, lipid metabolism, and fibrosis-related pathways. We observed a significant reduction of AMPK activity and microRNA-223 (miR-223) by NCF1-dependent ROS generation in ethanol-fed mice. AMPK is a central regulator of lipid metabolism (26, 27), while miR-223 plays a key role in limiting liver inflammation, fibrosis, and injury (28–30). Our data provide a mechanistic insight into the role of neutrophils in ALD, suggesting that neutrophilic NCF1-dependent ROS generation promotes steatosis and hepatic inflammation by inhibiting AMPK and miR-223, respectively.

## Results

### Immunohistochemical analyses of inflammatory cells in patients with SAH.

To characterize inflammatory cells in patients with SAH, we performed IHC analyses in 7 SAH explant liver samples. As illustrated in Supplemental Figure 1A (supplemental material available online with this article; https://doi.org/10.1172/JCI157780DS1), there was significant intrahepatic infiltration of macrophages, neutrophils, and T and B cells in the parenchymal and fibrotic regions of SAH patients. To be specific, a large number of CD68^+^ macrophages/Kupffer cells were detected in healthy control livers and in the hepatic parenchyma of SAH patients. A higher number of CD68^+^ macrophages were also observed in the fibrotic area of SAH patients. CD20^+^ B cells were detected in the fibrotic area, with a few in the parenchymal area of SAH patients and healthy controls.

We next conducted sequential multiplex immunostaining with multiple antibodies, including HepPar1 (hepatocyte-specific antigen), myeloperoxidase (MPO), CD8, CD4, CD20, and ionized calcium binding adaptor molecule 1 (IBA1) (a marker for macrophages). A large number of multiple types of inflammatory cells were detected in SAH with 1 representative starry image similar to galaxy that is shown in Figure 1A. Furthermore, we noticed that a significant number of neutrophils were observed in parenchymal areas of SAH patients (Figure 1B), while a large number of CD4^+^ and CD8^+^ T cells were found in fibrotic areas of SAH patients (Figure 1B); this was also supported by neutrophil and T cell density map analysis, respectively (Supplemental Figure 1B).

Interestingly, we observed interpatient variability in the pattern of neutrophil and T cell infiltration. For example, patient SAH55 had much more CD8^+^ T cell staining than MPO^+^ cell staining, while patient SAH1 had much more MPO^+^ cell staining than CD8^+^ T cell staining in the liver (Supplemental Figure 1C). To further characterize this observation, we performed IHC analyses in an additional 33 SAH samples (a total of 40 SAH cases), which were quantified and summarized in Figure 1C. Among SAH patients, the number of MPO^+^ neutrophils was much higher in the parenchymal regions than in the fibrotic areas, while CD4^+^ and CD8*^+^* T cells were mainly detected in the fibrotic areas (Figure 1C). A negative correlation of neutrophils in parenchymal areas (P-neutrophils [P-Neu]) with CD8^+^ T cells in fibrotic areas (F-CD8^+^ T cells) is summarized in Figure 1, D and E. We also observed a negative trend in the number of P-neutrophils and CD4^+^ T cells in fibrotic areas (F-CD4^+^ T cells) (Figure 1E). Intriguingly, a positive correlation was observed between F-CD8^+^ T cells and F-CD4^+^ T cells (Figure 1E).

### Correlation of hepatic neutrophil and CD8^+^ T cell infiltration with MELD score and serum transaminases in SAH patients.

To determine whether hepatic neutrophil and CD8^+^ T cell infiltration are associated with liver injury, we analyzed their correlation with MELD scores and serum aminotransaminase levels. As illustrated in Figure 2A, a correlation analysis revealed that hepatic P-Neu infiltration positively correlated with MELD score and serum ALT levels, but not with aspartate aminotransferase (AST) levels, while hepatic F-CD8^+^ T cell infiltration negatively correlated with MELD score and a negative correlation tendency (*P* = 0.07) with ALT levels. We also found a trend in negative correlation between F-CD4^+^ T cells and MELD scores (Supplemental Figure 2A), while we did not find the association among age, MELD score, and ALT levels (Supplemental Figure 2B). To further examine the roles of neutrophils and CD8^+^ T cells in SAH pathogenesis, we divided the patients into 2 groups using the average neutrophils as a cutoff at 50 cells/field. Our data revealed that patients with high P-neu (Neu^hi^) had higher MELD scores than those with low P-neu (Neu^lo^), while serum ALT and AST levels were comparable (Figure 2B). When selecting the subset of patients with ALT elevation (using 40 U/L as a cutoff based on the upper limit of normal ALT levels in the lab, 7–35 U/L in women and 7–40 U/L in men), we found that patients with high P-neu had higher ALT levels than those with low P-neu (Figure 2C). In contrast, patients with higher numbers of CD8^+^ T cells had lower MELD scores than those with lower numbers of CD8^+^ cells (Figure 2D). There was a trend toward lower serum ALT levels in patients with higher numbers of CD8^+^ T cells (*P* = 0.06; Figure 2D). The difference was statistically significant when the analyses were limited to patients who had elevated ALT (above 40 U/L) (Figure 2E).

Patients with high P-neu were younger than those with low P-neu, while patients with higher numbers of F-CD8^+^ cells were older than those with lower numbers of F-CD8^+^ T cells (Supplemental Figure 2C). However, there was no correlation between age and the number of neutrophils or CD8^+^ T cells (Supplemental Figure 2D). We observed a positive correlation between P-neu and circulating peripheral blood neutrophil counts (Supplemental Figure 2E). Additionally, we also found a positive association between peripheral blood neutrophil counts and serum AST and a positive trend between serum ALT levels and MELD scores (Supplemental Figure 2F).

### RNA-Seq analyses focusing on inflammatory cell–related signature genes in patients with SAH.

We employed RNA-Seq to gain mechanistic insight into the infiltration of inflammatory cells in the liver of patients with SAH (3 women, 7 men). Heatmap analysis revealed a significant increase in the hepatic expression of neutrophil and CD8^+^ T cell–related signature genes in SAH patients when compared with healthy controls (Supplemental Figure 3, A and B). The higher expression of neutrophil-related signature genes corresponded to the higher neutrophil infiltration based on IHC staining, notably for SAH patients (SAH1, SAH51, SAH53, SAH60, and SAH63; Figure 3A). An increase in the expression of CD8^+^ T cell–related signature genes was observed in SAH patients SAH2, SAH4, SAH8, and SAH64 (Supplemental Figure 3C). We next analyzed differentially expressed genes (DEGs) in SAH patients stratified by the quantity of hepatic neutrophils and Neu^lo^ and Neu^hi^ groups based on the IHC findings, as outlined above. The volcano plot illustrated 503 up- and 186 downregulated hepatic genes in SAH patients when we compared the gene expression in patients with Neu^lo^ and those with Neu^hi^ (Figure 3B). We next performed a pathway enrichment analysis of the 503 upregulated genes; among the top 10 enriched Gene Ontology (GO) terms in cellular components (GO_CC), genes associated with the collagen-containing extracellular matrix had the highest expression (Figure 3C).

### Association between fibrosis scores and inflammatory cell infiltration in patients with SAH and alcoholic steatohepatitis.

A significant increase in the expression of genes related to collagen-containing extracellular matrix in patients with Neu^lo^ led us to carefully examine the presence of fibrosis with Sirius red staining (*n* = 32, SAH patients) and assess its degree and severity using the Ishak score (a scoring system for assessment of fibrosis and necroinflammation). The representative Sirius red staining images demonstrated that patients with Neu^lo^ but CD8^hi^ infiltration had more fibrosis than those with Neu^hi^ but CD8^lo^ infiltration (Figure 4A). The cumulative data of these 32 SAH patients on the quantity of P-neu, F-CD8^+^ T cells, and fibrosis scores are summarized in Figure 4B. SAH patients with a higher fibrosis score or Ishak score of 5 or 6 had a smaller amount of parenchymal neutrophil infiltration, but a high number of CD8^+^ T cells in the fibrosis area when compared with those with a fibrosis score of 3 or 4 (Figure 4B). Additionally, we did not observe a difference in the quantity of CD4^+^ T cell infiltration between patients with fibrosis 3–4 and 5–6 (Supplemental Figure 3D). Based on the histological finding, it is difficult to discern any specific patterns/structures or the zonation in the liver of SAH patients; the findings are varied with inter- and intrapatient heterogeneity. The Sirius red staining (fibrosis areas) was evenly distributed in most SAH patients we stained. Only a small number of SAH patients with moderate fibrosis had both neutrophils and CD8^+^ and CD4^+^ T cells, which was reflected by a comparable number of neutrophils and T cells detected in the same patient, as shown in Figure 1D.

To extend our observation on the hepatic neutrophil and CD8^+^ T cell infiltration in association with fibrosis, we carried out the experiments to include explanted livers from patients with alcoholic cirrhosis and liver biopsy samples from patients with alcoholic steatohepatitis, covering the whole spectrum of ALD clinical presentation. As illustrated in Figure 4C and Supplemental Figure 4, A and B, for patients with cirrhosis, IHC analyses illustrated significant intrahepatic infiltration of CD3^+^ T cells, Foxp3^+^ Tregs, IL-17^+^ T cells, CD20^+^ B cells, and CD68^+^ macrophages in the fibrotic areas. Similarly to our observation in SAH patients, the quantity of CD8^+^ T cells was increased in the fibrotic areas compared with the parenchymal areas with no fibrosis. There was no difference in the quantity of intrahepatic neutrophil infiltration in the fibrotic and parenchymal areas.

For the analysis in patients with alcoholic steatohepatitis, we first performed Sirius red staining and confirmed the presence of mild to moderate fibrosis (Supplemental Figure 5A). Immunofluorescence staining analysis revealed the presence of MPO^+^ neutrophils that were enriched in the parenchymal areas accompanied by few CD8^+^ T cells in both parenchymal and fibrotic areas (Figure 4D and Supplemental Figure 5B).

### The expression of hepatic NCF1/p47^phox^ is increased and correlated with the quantity of hepatic neutrophil infiltration in patients with SAH.

As previously mentioned, neutrophils cause tissue injury by producing inflammatory mediators, proteases, and ROS. Among all neutrophil-related signature genes, the *NCF1* gene, encoding for the cytosolic 47 kDa phagocytic NADPH oxidase (p47phox) (31), plays an important role in controlling ROS production in neutrophils. Our RNA-Seq and heatmap analysis shown in Supplemental Figure 3A demonstrated a significant increase in the expression of *NCF1* among patients with SAH; its expression was significantly higher in SAH patients with Neu^hi^ when compared with those in the Neu^lo^ groups, which is also summarized in Figure 5A. We next performed immunofluorescence analysis by costaining the neutrophils with MPO and NCF1 and again found an increase in the expression of NCF1 in parallel with the quantity of intrahepatic neutrophils (Figure 5B). We also performed immunoblot analysis for hepatic NCF1 and found an increase in hepatic NCF1 expression in SAH patients when compared with healthy controls (Supplemental Figure 6A). Among SAH samples, there was an increasing trend in hepatic NCF1 expression in Neu^hi^ patients compared with Neu^lo^ patients (Supplemental Figure 6A). To test the hypothesis that an induction of NCF1 in SAH patients led to an increase in ROS production, we performed IHC analysis by staining for malondialdehyde (MDA) and 4-hydroxynonenal (4-HNE), the byproducts of lipid peroxidation. We found a significant increase in hepatic MDA and 4-HNE in patients with SAH (Supplemental Figure 6B). We also observed that hepatic *NCF1* expression positively correlated with several oxidative stress–related genes, such as *NCF2*, *NCF4*, and glutathione peroxidase 8 (*GPX8*). Of interest, *NCF1* expression was negatively correlated with superoxide dismutase 1 (*SOD1*), peroxiredoxin 3 (*PRDX3*), and glutaredoxin 5 (*GLRX5*) (Figure 5C).

In addition to ROS production, neutrophils cause tissue injury through the production of inflammatory mediators. We next performed correlation analyses between the expression of hepatic *NCF1* and genes associated with inflammatory pathways in patients with SAH. A positive correlation among *NCF1*, intercellular adhesion molecule 1 ( *ICAM1*), and *CXCL1* was observed with the trend in its correlation with *IL6*, *TNFα*, *TNFAIP8*, *CCL2*, and *CXCL8* in patients with SAH (Figure 5D); this was reported to be associated with prognosis among AH patients (32, 33). The expression of hepatic *NCF1* was negatively correlated with several antioxidative stress genes, such as *SOD1*, glutathione synthetase (*GSS*), and peroxiredoxin 4 (*PRDX4*) (Supplemental Figure 6, C and D).

### An increase in hepatic NCF1 expression and neutrophil-related genes in patients with alcoholic steatohepatitis.

The above data illustrated an increase in hepatic *NCF1* expression and its correlation with inflammatory genes in SAH patients with liver failure. We next asked whether the expression of hepatic NCF1 was also increased in patients with alcoholic steatohepatitis; this was determined by performing immunofluorescence staining for the presence of inflammatory cells. As revealed in Figure 6A, the expression of NCF1 was elevated in hepatic neutrophils of these patients. Additionally, the correlation analysis between *NCF1* and neutrophil-related gene expression was observed in alcoholic steatohepatitis patients (Figure 6B), which was similar to that of SAH patients with liver failure, as shown in Figure 5.

### Genetic deletion of the Ncf1 gene in neutrophils ameliorates chronic-plus-binge ethanol-induced liver ROS, inflammation, and steatosis.

The above data demonstrate the level of intrahepatic neutrophil infiltration, especially in those with Neu^hi^, in association with liver inflammation and high MELD score. To specifically study the mechanism of how high levels of intrahepatic neutrophils cause liver injury in patients with AH, we used the mouse model of chronic-plus-binge alcohol feeding, known to be associated with high intrahepatic neutrophils (25, 34). In this study, we confirmed by IHC analyses an increase in intrahepatic neutrophils with minimal CD8^+^ T cell infiltration in the liver of ethanol-fed mice (Supplemental Figure 7); these findings were also supported by microarray analyses showing a significant increase in the expression of neutrophil-related but not CD8^+^ T cell–related genes in mice fed using the chronic-plus-binge ethanol model (Figure 6, C and D). Based on these results, we utilized this model for subsequent experiments to study the role of neutrophilic NCF1 in AH.

We previously reported that global *Ncf1*-deficient (*Ncf1*-KO) mice had lower serum ALT levels after chronic-plus-binge ethanol feeding (21). However, these mice developed significant weight loss and consumed less ethanol. To overcome these shortcomings and to specifically characterize the role of *Ncf1* in neutrophils, we generated myeloid cell–specific *Ncf1*-KO (*Ncf1^Lyz–/–^*) mice. The specific deletion of *Ncf1* in myeloid cells did not lead to the compensatory expression of other phagocytic oxidases, such as *Ncf2* and *Ncf4* (Supplemental Figure 8A). The *Ncf1^Lyz–/–^* mice were then subjected to chronic-plus-binge ethanol feeding. We found significantly lower levels of serum ALT, reduced total numbers of circulating neutrophils, and lower intrahepatic triglyceride (TG) levels in ethanol-fed *Ncf1^Lyz–/–^* mice compared with ethanol-fed WT mice (Figure 7A). H&E staining and liver TG measurement revealed that hepatic steatosis was ameliorated in ethanol-fed *Ncf1^Lyz–/–^* mice compared with WT mice (Figure 7B). The absence of neutrophilic *Ncf1* led to a marked decrease in the level of hepatic ROS, as determined by IHC staining for MDA and 4-HNE, by more than 90% in ethanol-fed *Ncf1^Lyz–/–^* mice compared with WT mice fed with ethanol (Figure 7B). Moreover, compared with ethanol-fed WT mice, ethanol-fed *Ncf1^Lyz–/–^* mice showed a lower number of intrahepatic MPO^+^ neutrophils, but had a comparable number of F4/80^+^ macrophages (Figure 7B). The distribution of some F4/80^+^ macrophages appeared to be in a cluster, representing infiltrating and activated macrophages, in ethanol-fed WT mice. However, in ethanol-fed *Ncf1^Lyz–/–^* mice, F4/80^+^ macrophages were more evenly distributed (Figure 7B), suggesting that ethanol-fed *Ncf1^Lyz–/–^* mice have lower levels of activated macrophages in the liver than ethanol-fed WT mice. *Ncf1^Lyz–/–^* mice fed with ethanol also demonstrated a significant decrease in the expression of several inflammatory mediators (*Il1b*, *Tnfa*, *Icam1*, *Mip1b*, and *Ly6g*) and fibrosis-associated genes (*Tgfb* and *Col4a1*) when compared with ethanol-fed WT mice (Figure 7, C and D, and Supplemental Figure 8, B and C).

### Neutrophil-specific NCF1 promotes alcohol-induced steatosis by inhibiting hepatic SIRT1 and AMPK activation.

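*Ncf1*, which encodes the p47phox subunit of the phagocyte NADPH oxidase, was measured first because it is the targeted gene. Its level was 0.368, 0.333, 0.440 and 0.885 FPKM in the livers of 4 ethanol-fed *Ncf1 Lyz-/-* mice and 1.82, 1.16, 0.492, 0.366 and 1.10 FPKM in those of 5 ethanol-fed WT mice. The log2 fold change was −0.74 (standard error 0.44, adjusted p = 0.890 from limma), and a two-sided exact permutation test gave p = 0.175. *Lyz2*, the lysozyme gene of macrophages and neutrophils, had 23.8 ± 6.82 FPKM (SD, n = 4) in *Ncf1 Lyz-/-* livers and 45.0 ± 26.1 FPKM (SD, n = 5) in WT livers (log2 fold change −0.81, or −0.52 without WT2; exact permutation test, p = 0.0714). The FPKM of *Ncf1* covers the whole gene and does not separate the floxed exons from the rest, and a liver holds many cell types besides the myeloid cells targeted here. Only the *Ncf1 Lyz-/-* mice carried Lyz-Cre, so an effect of this allele on *Lyz2* cannot be told apart from a change in myeloid cells.
The mice were females aged 10 to 12 weeks. After 5 days on liquid control diet they had 10 days of a diet with 5% (v/v) ethanol and then a gavage of 5 g/kg ethanol, and livers were collected 9 hours later. The sample labels describe the WT mice as carrying floxed *Ncf1*. Poly(A) RNA with an integrity number above 7 was made into stranded libraries and sequenced as paired ends. The authors mapped the reads with HISAT2, assembled them with StringTie and name edgeR for expression levels; the paper's text names no tool for the deposited FPKM (fragments per kilobase of transcript, scaled to library size) and no model for the comparison of the groups. The deposited table covers 9 libraries, named NKO2 to NKO5, WT1 to WT4 and WT6, each with 19964 to 21153 genes above the value of 0.0001 that marks an absent gene.
It holds no counts, so depth was recovered from the steps between the smallest FPKM values of single-exon genes. It was 18.6 to 20.1 M fragments per *Ncf1 Lyz-/-* library (M, mega; median 19.3) and 15.2 to 18.6 M per WT library (median 15.9). WT3, WT4 and WT6 formed a set of lower depth (15.2, 15.9 and 15.3 M, with 35297 to 35437 absent genes against 34248 to 34595 in the other libraries). All *Ncf1 Lyz-/-* libraries were in the set of higher depth, so within it 4 *Ncf1 Lyz-/-* libraries stood against WT1 and WT2. Among these 6 libraries of higher depth the log2 fold change was −1.44 for *Ncf1* and −1.45 for *Lyz2*, and all 17 tested macrophage and Kupffer cell markers had negative values as well (median −0.90; camera, adjusted p = 4.35e-11, or adjusted p = 0.386 with an estimated correlation). Groups were compared with limma on log2(FPKM + 0.1) over the 12350 genes with a mean of at least 0.5 FPKM, and p-values were adjusted by the Benjamini-Hochberg method. The tests, gene lists and most alternative settings were fixed before the data were examined; the comparison among 6 libraries was added afterward.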

To identify the mechanisms mediating the effect of neutrophil-specific NCF1 on alcohol-induced hepatic steatosis, inflammation, and fibrosis, we performed RNA-Seq analyses of the liver tissues from ethanol-fed WT and *Ncf1^Lyz–/–^* mice. Using the differential expression cutoff of log_2_ (fold change) higher than 1 or lower than –1 and *P* < 0.05, we identified 98 and 126 genes that were up- and downregulated in ETOH-fed *Ncf1^Lyz–/–^* compared with WT mice, respectively (Supplemental Figure 9A). 

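*mt-Tl2*, the mitochondrial gene for a leucine tRNA, rose to 39.5 ± 6.46 FPKM (SD, n = 4) in ethanol-fed *Ncf1 Lyz-/-* livers from 8.53 ± 3.37 FPKM (SD, n = 5) in ethanol-fed WT livers, a log2 fold change of 2.26 (standard error 0.24, adjusted p = 0.0350 from limma). It lies on the mitochondrial chromosome, M, from 11671 to 11741 in GRCm38. The mitochondrial histidine tRNA gene, *mt-Th*, had 45.9 ± 9.24 and 16.1 ± 3.14 FPKM (log2 fold change 1.51, standard error 0.18, adjusted p = 0.0655 from limma). *Cyp7a1*, which encodes the rate-limiting enzyme of bile acid synthesis, had 15.7 ± 3.45 FPKM in *Ncf1 Lyz-/-* livers and 3.94 ± 2.44 FPKM in WT livers (log2 fold change 2.14, adjusted p = 0.416 from limma). Among genes with lower values, *Pck1*, which encodes the enzyme that commits carbon to gluconeogenesis, had 534 ± 227 FPKM in *Ncf1 Lyz-/-* livers and 1226 ± 210 FPKM in WT livers (log2 fold change −1.27, adjusted p = 0.475 from limma). *Rasgef1b*, which encodes a guanine nucleotide exchange factor, had 0.929 ± 0.166 and 2.02 ± 0.0592 FPKM (log2 fold change −1.05, adjusted p = 0.0895 from limma), and *Actb*, which encodes cytoskeletal actin, had 113 ± 9.32 and 163 ± 12.0 FPKM.
Of the 12350 genes tested, *mt-Tl2* was the 1 gene at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05 there were 729 genes, 268 with higher and 461 with lower values in *Ncf1 Lyz-/-* livers, where chance alone gives 617.5. At the study's thresholds (log2 fold change above 1 or below −1 with an unadjusted p under 0.05), 50 genes had higher and 62 lower values. Among the 6 libraries of higher depth these numbers were 63 and 91, of which 25 and 42 were the same genes as over all 9 libraries, and *Fam83h* in place of *mt-Tl2* passed the adjusted threshold. Calls of single genes depend on the model, since the authors' deposited table gives 26 genes a q-value under 0.05. Its q-values were 9.81e-05 for *mt-Tl2*, 0.0154 for *mt-Th*, 7.09e-05 for *Cyp7a1*, 0.00135 for *Rasgef1b*, 0.0176 for *Pck1* and 0.729 for *Actb*. The paper's text does not give the model behind them.
The call of *mt-Tl2* was lost, at log2 fold changes of 2.17 to 2.36, when NKO2, NKO3, NKO4, NKO5, WT1, WT3, WT4 or WT6 was left out, and also among the 6 libraries, at 2.02, with no filter on low values and with no mean-variance trend in limma. Without WT2, 92 genes had higher and 102 lower values at the study's thresholds.

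**Figure D1:**
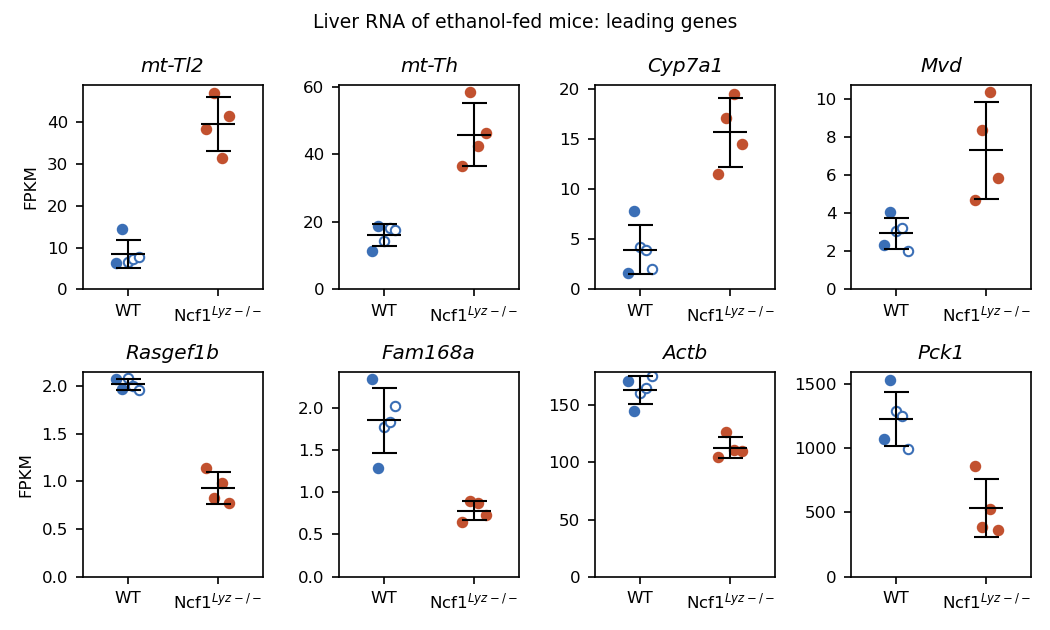
FPKM in each library of 4 genes with higher values (*mt-Tl2*, *mt-Th*, *Cyp7a1*, *Mvd*) and 4 genes with lower values (*Rasgef1b*, *Fam168a*, *Actb*, *Pck1*) in ethanol-fed *Ncf1 Lyz-/-* livers (4 mice) than in ethanol-fed WT livers (5 mice), with the mean and SD of each group; open circles are the lower-depth libraries WT3, WT4 and WT6. In each panel the 4 *Ncf1 Lyz-/-* values lie on 1 side of all 5 WT values. The genes lead this same comparison or are labelled in Fig. 8A, so this separation follows in part from how they were chosen.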

A volcano plot of DEGs is illustrated in Figure 8A. 

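Of the 15 genes that the volcano plot labels, 10 had a mean of at least 0.5 FPKM and were tested here. *Cyp3a44*, which encodes a steroid-metabolizing cytochrome P450, had 13.9 ± 3.43 FPKM (SD, n = 4) in ethanol-fed *Ncf1 Lyz-/-* livers and 5.50 ± 1.45 FPKM (SD, n = 5) in ethanol-fed WT livers (log2 fold change 1.33, standard error 0.24, adjusted p = 0.378 from limma). *Mvd*, an enzyme of cholesterol synthesis, had 7.29 ± 2.53 and 2.94 ± 0.800 FPKM (log2 fold change 1.26, adjusted p = 0.498 from limma). *Fam168a* had 0.783 ± 0.117 and 1.85 ± 0.387 FPKM (log2 fold change −1.13, adjusted p = 0.378 from limma). *Ttpal*, which encodes a protein related to the alpha-tocopherol transfer protein, had 0.158 ± 0.0446 and 1.79 ± 1.72 FPKM (log2 fold change −2.29, standard error 0.70). Its highest levels were in WT3 and WT4 (4.30 and 2.74 FPKM), and its log2 fold change was −1.49 among the 6 libraries of higher depth. Over the 10 tested genes, *mt-Tl2* passed the adjusted threshold over all genes and 8 passed when adjusted over the list alone, but a list chosen by the study on these samples is not independent evidence of its direction.
The other 2 tested genes did not pass there. *Ugt1a2*, whose exons are partly shared within the *Ugt1a* cluster, had 35.2 ± 42.4 FPKM in *Ncf1 Lyz-/-* livers and 2.73 ± 5.66 FPKM in WT livers (log2 fold change 2.80, standard error 2.35). *Gm9973* had a log2 fold change of −1.95 over all 9 libraries and of 0.28 among the 6 libraries of higher depth. *Kcnk10*, *Gm12758*, *9330175E14Rik*, *Mmp12* and *Kif28* had means under 0.5 FPKM. *Kcnk10*, which encodes a potassium channel, had 0.0685 ± 0.0315 and 0.00616 ± 0.00396 FPKM, and *Mmp12*, the macrophage metalloelastase, had 0.0322 ± 0.0248 and 0.290 ± 0.341 FPKM.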

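*Ppp1r3b*, which encodes a subunit that directs protein phosphatase to glycogen, was among the genes with the smallest p in the comparison of 4 ethanol-fed *Ncf1 Lyz-/-* livers with 5 ethanol-fed WT livers. It had 39.5 ± 4.46 FPKM (SD, n = 4) in *Ncf1 Lyz-/-* livers and 18.8 ± 5.34 FPKM (SD, n = 5) in WT livers (log2 fold change 1.11, adjusted p = 0.498 from limma). *Pnpla2*, which encodes the adipose triglyceride lipase, had 27.1 ± 5.23 and 41.1 ± 1.90 FPKM (log2 fold change −0.62, adjusted p = 0.498 from limma). *Sik1*, a kinase gene induced by cAMP, had 6.30 ± 1.68 and 12.8 ± 3.04 FPKM (log2 fold change −1.01, adjusted p = 0.498 from limma). Other leading genes with higher values were *mt-Tr* and *mt-Tg*, genes of mitochondrial tRNAs (27.7 and 12.2 FPKM for the former, a log2 fold change of 1.07 for the latter), the succinate receptor gene *Sucnr1* (0.81) and *Ninj1*, which encodes ninjurin 1 (0.92). Those with lower values included *Rhoc*, a small GTPase gene (−0.79), *4933434E20Rik* (−0.89), *Nrarp*, a regulator of Notch signaling (−0.95), and *Wsb1* (4.63 and 9.81 FPKM). For the 10 leading genes in each direction, all 4 *Ncf1 Lyz-/-* values lay on 1 side of all 5 WT values. Because these genes were picked by p in this same comparison, their separation is not independent evidence of a difference.
Ranked by limma's p, the first 100 genes held 42 with higher and 58 with lower values in *Ncf1 Lyz-/-* livers, and the largest p among them was 0.00625. Of the first 100 by p among the genes marked significant in the authors' deposited table, 48 were higher and 52 lower, and 28 were shared with the 100 ranked here. The rankings are unlike, since genes marked significant pass the study's fold change cut. The ranking here had no such cut but needed a mean of at least 0.5 FPKM.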

We next generated a heatmap of the top 100 DEGs based on the *P* value (Supplemental Figure 9B). The detailed analyses of the top 20 enriched GO terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) (https://www.genome.jp/kegg/) pathways are shown in Figure 8, B and C; one of the enriched pathways is related to AMPK signaling (Figure 8C).

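AMPK signaling was the first of 313 KEGG pathways when ranked by p among the genes at the study's thresholds, with 5 members of 94 tested. *Eef2k*, the kinase of elongation factor 2, and *Fasn*, the fatty acid synthase gene, had higher values in ethanol-fed *Ncf1 Lyz-/-* livers (log2 fold changes 1.06 and 1.18). *Pck1*, *Cpt1b*, a carnitine palmitoyltransferase gene, and *Lepr*, the leptin receptor gene, had lower values (−1.53 for *Cpt1b*). Its p was 6.50e-04 in a one-sided Fisher's exact test and its adjusted p was 0.110. Of all 94 tested members, 46 had positive and 48 negative log2 fold changes, with a median of −0.01. Steroid hormone biosynthesis came next with *Cyp3a41a*, *Cyp3a41b*, *Cyp3a44* and *Cyp7a1*, all with higher values (4 of 60 tested members, adjusted p = 0.110); *Cyp3a41a* and *Cyp3a41b* are close paralogs that may share reads.
No pathway passed an adjusted p of 0.05 by Fisher's exact test, and 11 had an unadjusted p under 0.05. Among the genes with higher values alone 2 passed, steroid hormone biosynthesis (adjusted p = 0.0134) and linoleic acid metabolism with *Cyp3a41a*, *Cyp3a41b* and *Cyp3a44* (adjusted p = 0.0152), and among those with lower values 0 passed. WT1 was far below the other WT livers in *Cyp3a41a* and *Cyp3a41b* (27.6 and 29.3 FPKM), whose log2 fold changes went from 1.20 and 1.12 to 0.74 and 0.69 without it. Both calls were lost on leaving out any 1 library other than NKO2 or WT3, a test chosen after seeing the data (adjusted p = 1 for each without WT1). The test took 35 annotated genes at the study's thresholds against the 4585 tested genes with a KEGG annotation. Among the 6 libraries of higher depth, 24 pathways passed. AMPK signaling then held *Cpt1b*, *Elavl1*, *G6pc*, *Irs2*, *Lepr* and *Pck1*, all 6 with lower values (adjusted p = 0.0239), and antigen processing and presentation held the MHC class II genes *H2-Aa*, *H2-Ab1*, *H2-DMb1* and *H2-Eb1* and the invariant chain gene *Cd74*, all 5 with lower values (adjusted p = 0.0110). Each of these 5 genes had an adjusted p of 0.868 in limma there and its highest levels in WT1 and WT2, and the 17 macrophage and Kupffer cell markers had a median of −0.90 in the same libraries. Without NKO2, and without WT3, 3 pathways passed. In the authors' deposited table, tested the same way, 1 pathway passed, cytokine-cytokine receptor interaction (10 members, 5 higher and 5 lower, adjusted p = 0.00108), and AMPK signaling held 6 (3 higher and 3 lower, adjusted p = 0.224). GO terms were not tested because the GO text of 2304 genes had been lost from the table.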

AMPK is a metabolic sensor that controls lipid metabolism (26). Upon its activation, AMPK phosphorylates acetyl co-A carboxylase (ACC), leading to the inhibition of ACC activity and a decrease in fatty acid synthesis. NAD^+^-dependent deacetylase SIRT1 regulates hepatocyte lipid synthesis through AMPK activation (35, 36). Western blot analyses revealed that ethanol-fed *Ncf1^Lyz–/–^* mice had a significant increase in hepatic phosphorylation of AMPK (p-AMPK) and its downstream substrate, phospho-ACC (p-ACC), PPARα, carnitine palmitoyltransferase-1α (CPT1α),and uncoupling protein 2 (UCP2) as well as SIRT1 when compared with ethanol-fed WT mice (Figure 8, D–F, and Supplemental Figure 9, C and D). Taken together, our data suggest that neutrophil-specific NCF1 deficiency reduces alcoholic steatosis by enhancing hepatic AMPK and SIRT1 activation.

### Neutrophilic NCF1 promotes liver inflammation and fibrosis by inhibiting antiinflammatory and antifibrotic miR-223 in ROS and p38 MAPK-dependent manners.

RNA-Seq analysis showed that genes associated with inflammatory and fibrotic pathways were enriched in the top 100 DEG, as shown in Figure 8, B and C. A large number of these genes were downregulated in ethanol-fed *Ncf1^Lyz–/–^* mice compared with WT mice fed with ethanol as shown in Supplemental Figure 9B. 

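Several chemokine and cytokine genes had their highest values in 1 of the 4 ethanol-fed *Ncf1 Lyz-/-* livers, NKO5, while *Ccl21a* was lowest of the 4 there (0.548 FPKM). *Ccl2*, which encodes a monocyte chemoattractant, had 15.1 FPKM there and 4.18 ± 7.28 FPKM (SD, n = 4) over the group, against 0.779 ± 0.728 FPKM (SD, n = 5) in ethanol-fed WT livers (log2 fold change 1.24, standard error 1.19, adjusted p = 0.922 from limma). *Il1b*, the interleukin 1 beta gene, had 14.0 FPKM in NKO5 (log2 fold change 0.23), and *Icam1*, the adhesion molecule gene, had 28.0 FPKM (0.29). Without NKO5 the log2 fold changes of these 2 genes were −0.57 and −0.31. For *Ccl2* the ratio of mean FPKM, *Ncf1 Lyz-/-* over WT, was 5.36 over all libraries and 0.69 without NKO5. *Col4a1*, a basement membrane collagen gene, had 4.28 ± 1.93 FPKM in *Ncf1 Lyz-/-* livers and 6.71 ± 1.78 FPKM in WT livers (log2 fold change −0.72, standard error 0.34, adjusted p = 0.844 from limma), *Tgfb1* had a log2 fold change of −0.19, and *Acta2*, the smooth muscle actin gene of activated stellate cells, had one of 0.93 (adjusted p = 0.839 from limma).
Among 25 tested genes of cytokines, chemokines and adhesion molecules, 14 had positive and 11 negative log2 fold changes, with *Cxcl14* and *Il1rn* both at −0.54. Their median was 0.04 and their mean 0.13, while camera placed the list lower than the other genes (adjusted p = 0.881). Among 28 NF-kB and TNF response genes, 17 had positive values, such as *Irf1* (0.81) and *Bcl3* (0.46), and *Nfkbib* had −0.47 (camera, adjusted p = 0.496). Among 28 stellate cell and extracellular matrix genes, 17 had negative values, such as *Col4a2* (−0.70), *Loxl2* (−0.54) and *Tgfb3* (−0.90), with a median of −0.07 (camera, adjusted p = 0.0651). No member of these 3 lists passed limma's adjusted threshold, over all genes or adjusted over the list alone; at an unadjusted p under 0.05 the first list and the second had 0 genes and the third had 4. None was among the 100 genes with the smallest p (Fisher's exact test, p = 1 for each list). Lists of 25 and 28 genes among 12350 seldom reach the first 100 by chance, so a count of 0 is weak evidence against enrichment.
Of the marker lists of immune cells, 7 infiltrating and lipid-associated macrophage genes, 5 of them with negative values, were called lower as a group (camera, adjusted p = 0.0171), which was lost at an adjusted p = 0.622 with an estimated correlation; *Cd63* and *Lpl* had −0.95 and −0.78. The call was also lost without NKO3 (adjusted p = 0.221), WT1 (0.0655) or WT2 (0.0722), with array weights in limma (0.210) and with no filter on low values (0.0647). Adjusted over the list alone, 1 of these genes was lower in limma. The 17 macrophage and Kupffer cell genes, of which 1 was lower at an unadjusted p under 0.05 in limma and 0 passed when adjusted over the list alone, had a median of −0.08 over all 9 libraries (camera, adjusted p = 0.521) and of −0.90 among the 6 libraries of higher depth, all 17 negative (adjusted p = 4.35e-11, or adjusted p = 0.386 with an estimated correlation). Among these 6 libraries the stellate cell and extracellular matrix list was called lower as well (adjusted p = 5.56e-04, or adjusted p = 0.386 with an estimated correlation).
Leaving out NKO5 changed the calls of 3 lists of cytokine, NF-kB and neutrophil genes. The cytokine list was then called lower (camera, adjusted p = 0.0250, or adjusted p = 0.447 with an estimated correlation). So was the NF-kB and TNF list (adjusted p = 4.51e-04, or adjusted p = 0.202 with an estimated correlation), which camera had placed higher over all 9 libraries. So were 8 neutrophil markers (adjusted p = 0.00122, or adjusted p = 0.168 with an estimated correlation), which over all 9 libraries had a median of −0.04, a mean of −0.37 and an adjusted p of 0.786. The NF-kB and TNF list was called higher without NKO4 (adjusted p = 0.0372) and with array weights (0.0118), and the stellate cell list was called lower without NKO2 (0.0140), WT3 (0.0364) or WT4 (0.0108); these calls were lost with an estimated correlation (adjusted p = 0.948, 0.949, 0.702, 0.740 and 0.540). Without WT3 or WT4 the macrophage and Kupffer cell list was also called lower (0.0486 and 0.0344), likewise lost with an estimated correlation (adjusted p = 0.954 and 0.867).

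**Figure D2:**
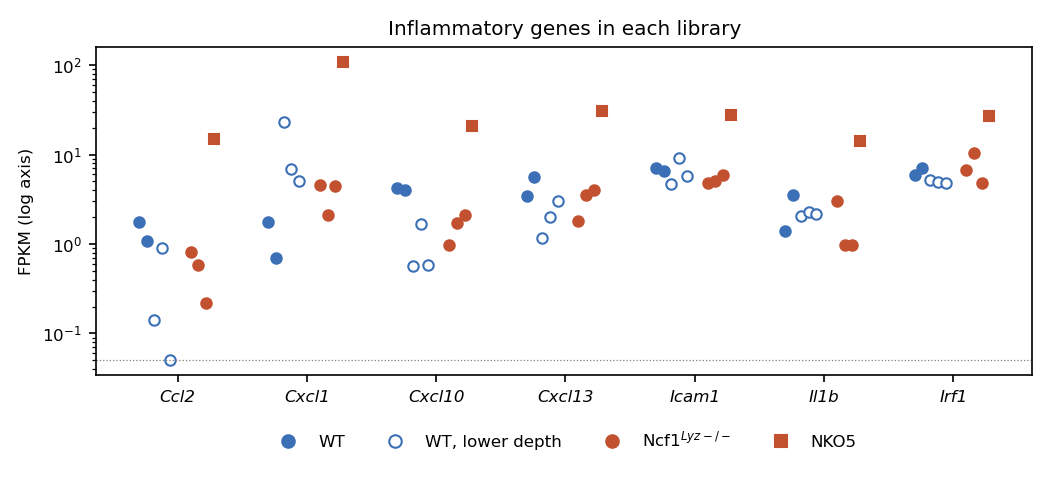
FPKM (log axis) of *Ccl2*, *Cxcl1*, *Cxcl10*, *Cxcl13*, *Icam1*, *Il1b* and *Irf1* in each library from ethanol-fed *Ncf1 Lyz-/-* and ethanol-fed WT livers; the square is NKO5, open circles are the lower-depth libraries WT3, WT4 and WT6, and values under 0.05 FPKM are drawn at the dotted line. NKO5 is the highest library for all 7 genes.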

We previously reported that neutrophilic miR-223 exerts antiinflammatory and antifibrotic effects (28–30). 

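miR-223 binds the 3′ untranslated regions of its target mRNAs through its seed. *Pknox1* and *Hmgcs1*, which are among its established targets, had log2 fold changes of 1.29 and 0.63 (0.26 for *Hmgcs1* without NKO4) between 4 ethanol-fed *Ncf1 Lyz-/-* livers and 5 ethanol-fed WT livers. Other established targets, *Foxo1* and *Pdgfra*, had negative log2 ratios in the authors' deposited table (−0.62 and −0.37). Of 17 tested genes on a list of established targets, 11 had negative and 6 positive values, and the list was not called (camera, adjusted p = 0.907); 1 gene had an unadjusted p under 0.05, and 0 passed limma's threshold adjusted over all genes or adjusted over the list alone. Their median was −0.05 and their mean 0.06. Of 8787 tested genes with a searched 3′ untranslated region, 887 (10.1%) held an AACTGACA or AACTGAC match to the miR-223 seed and 5487 held no AACTGA match. The genes with a site had a median log2 fold change of −0.01, with 51.6% below 0. Those with no AACTGA match, which may hold other seed matches, had one of 0.00, with 50.7% below 0. Such matches in the second class could bring the medians closer together. In a permutation of the group labels, 91 of 100 splits of the libraries gave the genes with a site a camera p as small as the real one (p = 0.941). Among the genes with a site, 29 had lower and 18 higher values at an unadjusted p under 0.05, and 0 passed limma's adjusted threshold. In the 6 libraries of higher depth the median was −0.11 for both.
Of the 38 genes shown in Fig. 9A, 33 were tested here and all 33 had negative log2 fold changes, over all 9 libraries and among the 6 of higher depth. The median was −0.27 and the range was −1.45 to −0.12. *Dcp1a*, which encodes an mRNA-decapping factor, had 0.278 ± 0.212 FPKM (SD, n = 4) in *Ncf1 Lyz-/-* livers and 0.837 ± 0.0873 FPKM (SD, n = 5) in WT livers, a log2 fold change of −1.45 (standard error 0.32, adjusted p = 0.554 from limma). *Dynll2* (−0.43), *Atg13* (−0.31), an autophagy gene, and *Ppp6c* (−0.25), a protein phosphatase gene, were among the 14 at an unadjusted p under 0.05. Over all genes 0 passed limma's adjusted threshold (smallest adjusted p = 0.498) and 3 passed when adjusted over the list alone. Fig. 9A draws on the same RNA sequencing and the paper presents its genes as downregulated, so their shared sign here is not independent evidence of it. Of the 30 whose 3′ untranslated regions were searched, 3 held an AACTGACA or AACTGAC match to the miR-223 seed, against 10.1% of all tested genes searched. Other seed matches, of the same length or shorter, were not counted.

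**Figure D3:**
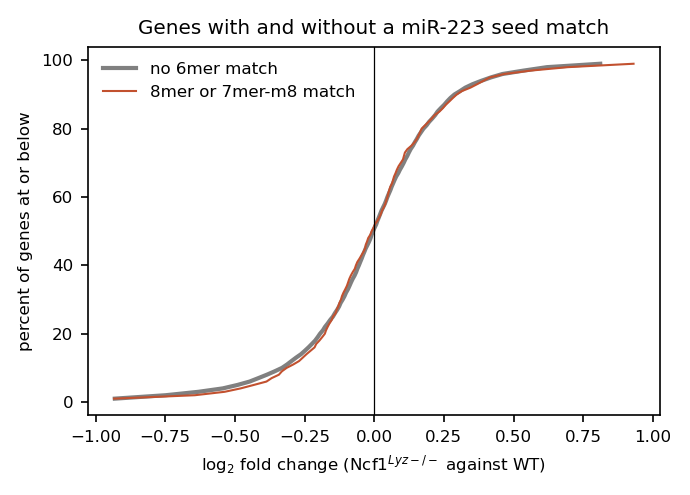
Cumulative percent of genes (vertical axis) against the log2 fold change between ethanol-fed *Ncf1 Lyz-/-* and WT livers (horizontal axis, 1st to 99th percentile). One curve is for the 887 genes with an AACTGACA or AACTGAC match to the miR-223 seed in the 3′ untranslated region. The other is for the 5487 genes with no AACTGA match there, which may hold other seed matches. The curves lie close together, with medians of −0.01 and 0.00.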

Interestingly, we observed that many miR-223–targeted genes, which are negatively regulated by miR-223, were downregulated in ethanol-fed *Ncf1^Lyz–/–^* mice compared with WT mice (Figure 9A). In agreement with the reduction in the expression of several miR-223–targeted genes in *Ncf1^Lyz–/–^* mice, we found an increase in hepatic miR-223 levels in these mice (Figure 9B). In addition, we also found an increase in circulating extracellular vesicle–associated (EV-associated) miR-223 in ethanol-fed *Ncf1^Lyz–/–^* mice (Figure 9B).

An increase in ROS generation by NCF1 led us to hypothesize that NCF1-derived ROS may regulate miR-223 expression in neutrophils. To test this hypothesis, we performed in vitro experiments using the following approaches. First, we treated neutrophils isolated from WT and *Ncf1^Lyz–/–^* mice with LPS or PMA; both are known for activating neutrophils and ROS production via NCF1. We observed a significant decrease of ROS production as well as a remarkable increase in the expression of miR-223 in neutrophils from *Ncf1^Lyz–/–^* mice treated with either PMA or LPS when compared with those from WT mice (Supplemental Figure 10A and Figure 9C). Second, we treated neutrophils with 2 ROS inducers, hydrogen peroxide (H_2_O_2_) and DL-buthionine-(S, R)-sulfoximine (BSO), an inhibitor of glutathione biosynthesis. We found a significant reduction in neutrophilic miR-223 expression when they were treated with either BSO or H_2_O_2_ (Figure 9, D and E). We next treated neutrophils with BSO in the presence and absence of ROS scavenger N-acetylcysteine (NAC) and observed that the inhibitory effect of BSO on miR-223 expression was diminished in the presence of NAC (Figure 9F), confirming our hypothesis on the regulation of miR-223 by ROS. The ROS induction not only inhibited the expression of neutrophilic miR-223; it also reduced the release of EV-associated miR-223 by neutrophils (Figure 9G).

We next asked how ROS regulates neutrophilic miR-223 expression. Once generated, ROS activates stress kinases such as p38 MAPK, which was confirmed by the following experiments. First, ethanol-fed *Ncf1^Lyz–/–^* mice had lower hepatic levels of p-p38 MAPK compared with ethanol-fed WT mice (Supplemental Figure 10B). Second, treatment with H_2_O_2_ upregulated the phosphorylation of p38 MAPK in neutrophils (Supplemental Figure 10C). Furthermore, in vitro experiments showed that p38 MAPK activation induced by PMA was markedly suppressed in neutrophils from *Ncf1^Lyz–/–^* mice compared with those from WT mice (Supplemental Figure 10D).

To test the hypothesis that ROS-induced neutrophilic miR-223 expression is mediated by p38 MAPK, we generated myeloid cell–specific *p38a*-KO (*p38a^Lyz–/–^*) mice and performed chronic-plus-binge ethanol feeding. As shown in Figure 9H, we observed not only an increase in hepatic miR-223, but also serum-derived EV-associated miR-223 expression in ethanol-fed *p38a^Lyz–/–^* mice compared with ethanol-fed WT mice. In parallel with an increase in miR-223 expression, the expression of known miR-223 target genes *Mef2c*, *Nlrp3*, *Igf1r*, *Slc1a6*, and *Slc1a4* was markedly reduced in ethanol-fed *p38a^Lyz–/–^* mice (Figure 9I). In vitro experiments showed that treatment with the p38 inhibitor LY or PH can rescue miR-223 expression downregulated by BSO in neutrophils as well as in neutrophil-derived EVs (Figure 9J). Additionally, we found that p38 inhibitor significantly increased EV release from neutrophils, suggesting the inhibitory effect of p38 on miR-223 expression, which acts by downregulating EV production in neutrophils (Supplemental Figure 10E). Finally, the lack of neutrophilic p38 MAPK significantly ameliorated ethanol-induced liver injury, as indicated by a reduction of serum ALT levels, hepatic ROS levels, and expression of proinflammatory genes (Supplemental Figure 11, A–D).

### Hepatic miR-223 is highly elevated in SAH patients and positively correlates with the number of neutrophils in the liver.

To translate the observations in our mouse models to humans, we next determined the expression of hepatic miR-223 in SAH patients. We found a significant increase in hepatic miR-223 expression (Figure 10A) that coincided with the downregulation of its target genes in patients with SAH compared with controls (Figure 10B). The expression of hepatic miR-223 was lower in SAH patients with advanced fibrosis, stage 5 or 6, compared with those in stage 3 or 4 (Figure 10C); its expression also positively correlated with the number of neutrophils in the parenchyma (Figure 10D). Finally, the expression of miR-223 target genes was significantly lower in the livers of Neu^hi^ SAH patients when compared with those of Neu^lo^ (Figure 10E). Additionally, we conducted correlation analysis and observed a positive correlation between hepatic *NCF1* and miR-223 (Supplemental Figure 12).

## Discussion

Patients with AH have a wide range of clinical presentation, disease severity, and overall prognosis. In mild cases, patients may improve with conservative management and have a favorable outcome (37). However, in those with severe presentation, such as SAH, the disease is characterized by high short-term mortality (38) and early liver transplantation is required (39). In our current study, we observed two distinct hepatic phenotypes among explanted SAH livers, based on histology and the extent of inflammatory cell infiltration, Neu^hi^CD8^lo^ and Neu^lo^CD8^hi^, suggesting different pathogenesis leading to liver injury and/or failure among these patients (Figure 11). The intervariability of neutrophil infiltration has also been reported in a study using ^111^In-leukocyte scintigraphy to image hepatic neutrophil migration in patients with AH (40). Patients with high hepatic neutrophils but low CD8^+^ T cells were younger and had higher MELD scores and ALT levels, but had less fibrosis compared with those with Neu^lo^CD8^hi^. Neutrophils likely play a more important role in promoting disease progression and liver failure in SAH with Neu^hi^CD8^lo^ than those with Neu^lo^CD8^hi^. The design of our study precludes the exploration of what triggers the differential phenotypes or whether these phenotypes represent the two extremes of a continuum among patients with SAH; these questions deserve further study. Our results have substantial clinical implications, as the findings suggest that different treatments are required for these two SAH populations.

Our data revealed that the number of intrahepatic neutrophils correlated with MELD scores and serum ALT levels in SAH patients and that neutrophil-derived ROS promoted liver injury and inflammation in the experimental model. This suggests that neutrophil-generated ROS is one of the mechanisms that contributes to liver injury and dysfunction in SAH in addition to many other cell types involved in SAH pathogenesis (12). Regardless of the underlying process, MELD is an objective clinical parameter and can be used as a surrogate for the severity of underlying liver disease. Our finding that the abundance of neutrophils correlated with MELD scores does not imply that the changes in MELD are mainly caused by neutrophil-generated ROS. Rather, the observation provided a scientific rationale for the inflammatory process driven by the differential level of hepatic neutrophil infiltration correlating with underlying disease severity. Interestingly, previous studies reported that a high level of fibrosis is associated with a worse prognosis in AH patients, whereas greater neutrophil number is associated with better survival in AH patients (32, 41, 42). However, in the present study, all SAH patients suffered from end-stage liver failure and were subjected to early transplantation, so these SAH cohorts are not suitable for analyzing the correlation between the degree of fibrosis and prognosis.

The presence of hepatic neutrophils is strongly associated with activation of inflammatory pathways and ROS production, as illustrated by our RNA-Seq analysis stratified by the degree of hepatic neutrophil infiltration. Among several neutrophilic genes, the expression of neutrophilic *NCF1* was significantly higher in SAH patients with high hepatic neutrophil infiltration. Its expression is closely associated with inflammation and, as expected, oxidative stress–related genes not only in patients with SAH, but also in those with alcoholic steatohepatitis. To further explore the mechanistic insight on the role of neutrophilic NCF1 in liver injury in patients with AH, we generated myeloid-specific *Ncf1*-KO (*Ncf1^Lyz–/–^*) mice and tested them in a mouse model of chronic-plus-binge ethanol feeding, a model known to be associated with significant intrahepatic neutrophil infiltration (25). Our data revealed that the deletion of the *Ncf1* gene in myeloid cells markedly ameliorated hepatic ROS production, steatosis, and inflammation in the chronic-plus-binge ethanol-feeding model. The important role of myeloid NCF1 in inducing liver ROS was also previously reported in a mouse model of NAFLD (43). Furthermore, our immunohistochemistry analyses revealed that NCF1 expression was restricted to MPO^+^ neutrophils in mouse livers. As NCF1 is known to be expressed predominantly in neutrophils (24), the NCF1 effects we observed in myeloid-specific *Ncf1*-KO mice are mainly from neutrophils.

### Role of neutrophilic NCF1/SIRT1/AMPK in alcohol-induced steatosis in AH.

Given the potential role of neutrophil-generated ROS in SAH pathogenesis, we studied the underlying mechanisms in a mouse AH model of chronic-plus-binge ethanol feeding. RNA-Seq analysis revealed the AMPK pathway is one of the top pathways inhibited by neutrophilic NCF1-generated ROS, which may contribute to steatosis development. 

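Genes of cholesterol synthesis had higher values as a list in ethanol-fed *Ncf1 Lyz-/-* livers than in ethanol-fed WT livers. The groups overlapped, with a mean score of the list of −0.18 in NKO5 against 0.066 in WT3 and −0.13 in WT4. A two-sided exact permutation test of the mean scores gave p = 0.0476. Of 26 cholesterol synthesis and SREBP-2 target genes tested, 23 had positive log2 fold changes with a median of 0.45, and the list was called higher (camera, adjusted p = 1.85e-09; adjusted p = 0.572 with an estimated correlation). They included *Fdft1* (1.00, or 0.61 without NKO4), which encodes squalene synthase. NKO4 had the highest mean level of the list, and without it the median was 0.24 (camera, adjusted p = 1.67e-04; adjusted p = 0.620 with an estimated correlation). Of 31 genes of fatty acid and triglyceride synthesis, 24 had positive values with a median of 0.42 (camera, adjusted p = 4.68e-04; adjusted p = 0.508 with an estimated correlation), such as *Mid1ip1* (0.98), *Aacs* (1.59) and *Mlxipl* (0.67), which encodes the carbohydrate response factor ChREBP. Of 43 genes of fatty acid oxidation and PPARα targets, 38 had negative values with a median of −0.15, and the list was called lower (camera, adjusted p = 1.46e-04; adjusted p = 0.699 with an estimated correlation). Among them were *Ppargc1a* (−0.86), a coactivator of oxidative metabolism, *Pdk4* (−1.64), which restrains glucose oxidation, and *Ucp2* (−0.45). For the mean scores of the fatty acid oxidation list, a two-sided exact permutation test gave p = 0.198.
Of 89 tested genes of the AMPK signaling list, 44 had positive and 45 negative log2 fold changes (camera, adjusted p = 0.661), and of 13 AMPK subunits and upstream kinases 7 had positive values (adjusted p = 0.631), with *Prkag2* at 0.21, *Prkab1* at 0.18 and *Cab39* at −0.12. No member of these 5 lists passed limma's adjusted threshold over all genes. Adjusted over the list alone, 1 cholesterol synthesis gene was higher, 1 AMPK signaling gene was lower and 0 genes of the other 3 lists passed; at an unadjusted p under 0.05 there were 8 cholesterol synthesis genes with higher values, 4 fatty acid synthesis genes with higher values, 6 fatty acid oxidation genes with lower values, and 3 AMPK signaling genes with higher and 7 with lower values.
Among the 6 libraries of higher depth the medians were 0.66 for cholesterol synthesis (adjusted p = 3.81e-16), 0.11 for fatty acid and triglyceride synthesis (adjusted p = 5.56e-04) and −0.35 for fatty acid oxidation (adjusted p = 1.60e-07). With an estimated correlation these were an adjusted p = 0.386, 0.386 and 0.387. The call of the fatty acid oxidation list was lost without WT2 (median −0.052, adjusted p = 0.103). From the AMPK pathway among the enriched terms and from Western blots, the paper proposes that ROS made by neutrophil NCF1 inhibit this pathway and so add to steatosis. Its blots gave more phosphorylated AMPK and ACC, and more SIRT1, PPARα, CPT1α and UCP2 protein, in ethanol-fed *Ncf1 Lyz-/-* livers. The mRNA values here measure neither phosphorylation nor protein, so they do not test that part of the proposal.

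**Figure D4:**
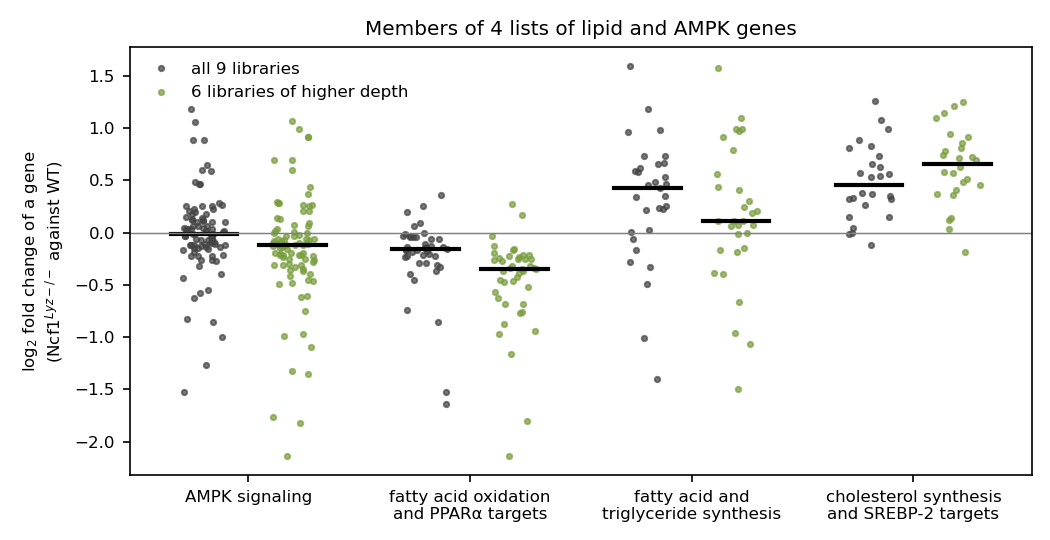
Log2 fold changes between ethanol-fed *Ncf1 Lyz-/-* and WT livers of the tested members of 4 gene lists, over all 9 libraries and among the 6 libraries of higher depth; each point is a gene and each bar is the median of its list. The median of the cholesterol synthesis genes is above 0 (0.45 and 0.66) and that of the fatty acid oxidation genes below 0 (−0.15 and −0.35) in both.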

AMPK, a serine-threonine kinase, regulates cellular homeostasis (35). Once activated by phosphorylation, it stimulates energy-producing processes, such as fatty acid oxidation, and inhibits energy-utilizing processes, such as fatty acid synthesis (44). Inhibition of AMPK by alcohol feeding has been shown to contribute to alcohol-induced hepatic steatosis (26). We also found that the AMPK upstream activator SIRT1 as well as several AMPK downstream target proteins, such as PPARα, UCP2, and CPT1α, all of which control hepatic fatty acid oxidation, were upregulated in ethanol-fed *Ncf1^Lyz–/–^* mice compared with WT mice. In addition, it has been well established that the expression and activity of SIRT1 can be suppressed by ROS in many cell types (45, 46), which is in agreement with our finding that SIRT1 expression was highly elevated in *Ncf1^Lyz–/–^* mice in the ALD model. Moreover, a substantial body of evidence suggests that upregulated SIRT1 can cause activation of AMPK through LKB1 in several types of tissues (47). Our results suggest that the reduction of ROS production secondary to the absence of neutrophilic NCF1 leads to hepatic activation of SIRT1 and AMPK, shifts the intracellular lipid metabolism toward fatty acid oxidation, and ameliorates alcohol-induced hepatic steatosis.

### Role of the neutrophilic NCF1/p38 MAPK/miR-223 axis in alcohol-induced inflammation and fibrosis in AH.

We previously reported that genetic deletion of the miR-223 gene exacerbated ethanol-induced hepatic injury, neutrophil infiltration, ROS, and upregulated hepatic expression of p47^phox^ (21), suggesting that miR-223 plays an important role in inhibiting liver inflammation. miR-223 has also been shown to block hepatic fibrosis (30, 48, 49). Interestingly, our RNA-Seq data indicate significant downregulation of several miR-223–targeted genes associated with inflammation and fibrosis (28–30) in ethanol-fed *Ncf1^Lyz–/–^* mice. This prompted us to hypothesize that lack of neutrophilic NCF1 and ROS can activate neutrophilic miR-223 expression. Neutrophilic miR-223 expression in *Ncf1^Lyz–/–^* mice that had lower ROS levels was significantly higher compared with that of WT mice. In vitro treatment of neutrophils with LPS, PMA (to generate ROS production), or ROS inducers caused a significant reduction in neutrophilic miR-223, suggesting that ROS inhibits miR-223 expression in neutrophils. On the upstream, our results suggest that the inhibitory effect of NCF1-induced ROS on miR-223 is mediated by p38 MAPK, as demonstrated by using p38 MAPK inhibitors or *p38a^Lyz–/–^* mice. Taken together, our data provide a mechanistic link on the role of the neutrophilic NCF1/p38 MAPK/miR-223 axis in regulating hepatic inflammation and fibrosis through miR-223 target genes.

### Clinical and mechanistic implications of this study.

In conclusion, we reported two distinct histopathological phenotypes of SAH patients based on the quantitative analysis of inflammatory cell infiltration, which may help distinguish subpopulations of SAH patients who cannot be defined by standard lab tests. The varying degree of hepatic neutrophil infiltration in SAH patients may have differential effects in driving downstream liver injury and liver failure through the inflammatory process and ROS production. This observation likely underlies the heterogeneity in response to corticosteroids in various clinical studies. Our results also call for a search for biomarkers as surrogate indicators for these two distinct hepatic phenotypes and provide a rationale for future therapeutic trials, which may need to be personalized based on the pattern of inflammatory cell infiltration. Mechanistically, we expanded existing knowledge on the roles of hepatic neutrophils in mediating liver injury by highlighting the effects of the NCF1/SIRT1/AMPK axis on lipid metabolism and the NCF1/p38 MAPK/miR-223 pathway on alcohol-induced inflammation and fibrosis (Figure 11). Although our data uncovered an important mechanism underlying steatosis development, the presence of steatosis itself may not be directly associated with AH severity and MELD score. Since the mouse model is associated with mild liver injury and inflammation, we were unable to uncover the other pathways that drive high MELD scores that are used to grade liver dysfunction severity in AH patients.

## Methods

### Human liver samples: healthy controls.

We obtained unstained paraffin-embedded healthy control liver tissues (total *n* = 19) from the Liver Tissue Cell Distribution System (Minneapolis, Minnesota) (supported by the NIH, HHSN276201200017C), the Department of Surgery at the Johns Hopkins Hospital (supported by the R24AA025017, Clinical resources for alcoholic hepatitis investigators), and the Department of Pathology and Laboratory Medicine, Indiana University School of Medicine.

### SAH samples from explanted livers.

Frozen liver tissues and unstained paraffin-embedded liver tissues (total *n* = 40) from the explanted livers of patients with SAH were provided by the Department of Surgery at the Johns Hopkins Hospital. Baseline demographics, clinical characteristics, and laboratory tests of SAH patients are shown in Supplemental Table 1. Baseline demographics, clinical characteristics, and laboratory tests of SAH patients stratified by sex are shown in Supplemental Table 2.

*Liver biopsy samples from alcoholic steatohepatitis*: Unstained paraffin-embedded liver biopsy tissues from patients with alcoholic steatohepatitis (total *n* = 12) were obtained from the Department of Pathology and Laboratory Medicine, Indiana University. Baseline demographics, clinical characteristics, and laboratory tests of these patients are shown in Supplemental Table 3.

### Alcoholic cirrhosis samples.

Unstained paraffin-embedded liver tissues from explanted livers of patients with alcoholic cirrhosis (total *n* = 33) were obtained from the Liver Tissue Cell Distribution System.

### Mouse models.

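In GRCm38 (GENCODE M21), mouse *Ncf1* lies on the minus strand of chromosome 5 from 134220053 to 134229625. Of its 3 protein-coding transcripts, the one with the most exons was used here, with 11 exons, 2763 bases and 1212 coding bases. Intron 1 spans 134228156 to 134229495 (1340 bases) and intron 8 spans 134222790 to 134223395 (606 bases). Exons 2 to 8 lie between these introns. These 7 exons hold 728 bases, all of them coding, which is 26.4% of the transcript, and 728 divided by the codon length leaves a remainder of 2. The other 4 exons, with 2035 bases, lie outside.

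**Figure D5:**
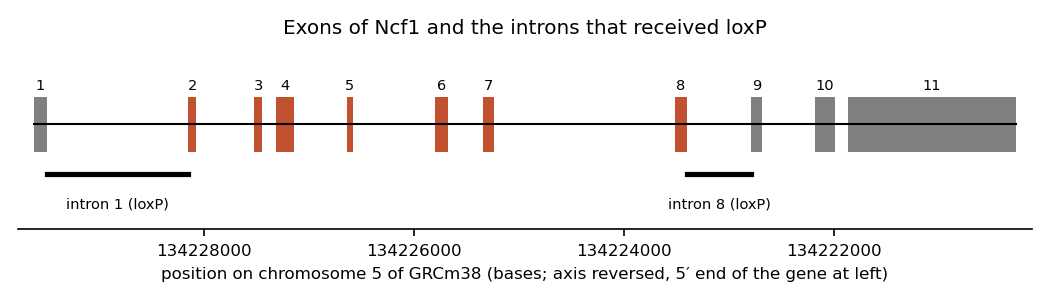
Map of mouse *Ncf1* on chromosome 5 of GRCm38 (horizontal axis, position in bases) with its 11 exons as boxes. Exons 2 to 8, between intron 1 and intron 8, are marked as the part between the loxP sites.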

*Ncf1*-floxed mice were generated using CRISPR/Cas9 technology by inserting 2 LoxP sequences into intron 1 and intron 8 of the mouse *Ncf1* gene (Applied StemCell). The *p38a*-floxed mice were provided by Yibin Wang (David Geffen School of Medicine, University of California, Los Angeles, California, USA). The background of *Ncf1*-floxed mice was on C57BL/6J. *Ncf1*-floxed and *p38a*-floxed mice were then crossed with Lyz-Cre mice (Jackson Laboratory) to generate myeloid cell–specific *Ncf1*-KO (*Ncf1^Lyz–/–^*) mice and *p38a*-KO (*p38a^Lyz–/–^*) mice via several steps, respectively. We used Lyz-Cre–negative *Ncf1*-floxed mice and *p38a*-floxed mice as their corresponding WT littermate controls. Mice were housed in a temperature-controlled room with a 12-hour dark/12-hour light cycle.

The chronic-plus-binge ethanol-feeding model was described previously (34, 50). Briefly, 10- to 12-week-old female mice were initially fed with Lieber-DeCarli liquid diet (catalog F1259SP, Bio-Serv) ad libitum for 5 days during acclimatization. Subsequently, the ethanol-fed groups were allowed free access to an ethanol diet (catalog F1258SP, Bio-Serv) containing 5% (v/v) ethanol for 10 days. On day 11, they received a single dose of ethanol (5 g/kg body weight) via oral gavage in the early morning and were sacrificed 9 hours later. Pair-fed mice were fed with an isocaloric control diet for 10 days, followed by an oral gavage with isocaloric dextrin-maltose on the day of sacrifice.

### Biochemical assays.

Serum ALT levels were determined from serum collected from mouse retroorbital plexus, using Catalyst Dx Chemistry Analyzer (IDEXX Laboratories) according to the manufacturer’s instructions.

### Hepatic TG measurement.

Liver tissues (~50 mg) were homogenized in 300 μL chloroform:methanol (1:2 volume) for 2 minutes followed by a second homogenization for 30 seconds with the addition of 300 μL of chloroform. The homogenates were mixed with 100 μl of water and rehomogenized for 30 seconds. The lipid layer (~600 μL) was separated via centrifugation at 800*g* for 10 minutes at room temperature. The lower phase, enriched in lipid, was transferred and dried. The lipid extract was suspended in 300 μL of 5% Triton X-100 PBS, pH 7.4. The measurement was performed using Pointe Scientific Triglycerides Liquid Reagents according to the manufacturer’s instructions.

### Liver histology, immunohistochemistry, and sequential multiplex immunofluorescence staining.

Liver specimens were fixed in 10% buffered formalin and embedded in paraffin. Then 4 μm sections were cut and stained with Sirius red dyes (MilliporeSigma) or for immunohistochemistry staining with specific antibody. For immunohistochemistry, after heat-induced epitope retrieval, paraffin-embedded sections were incubated in 3% H_2_O_2_ and blocked in 3% normal serum buffer. Sections were incubated with primary antibodies overnight at 4°C. Vectastain Elite ABC Staining Kit and DAB Peroxidase Substrate Kit (Vector Laboratories) were used to visualize the staining according to the manufacturer’s instructions. The following primary antibodies were used: MPO (catalog PP 023 AA, H) from Biocare Medical; F4/80 (catalog 70076S) from Cell Signaling Technology; CD68 (catalog M087601-2), CD8 (catalog GA62361-2), and CD20cy (catalog M075501-2) from Dako; CD3 (catalog ab16669), CD4 (catalog ab183685), FOXP3 (catalog ab20034), and IL-17 (catalog ab79056) from Abcam; NCF1 (catalog PA5-36863) from Thermo Fisher; and MDA (clone 1F83) and 4-HNE (clone HNE-J2) from Genox. Positive cells and positive areas in 5 to 10 randomly selected high-power fields were analyzed. For immunofluorescence staining, after primary antibody incubation overnight, cyanine-conjugated secondary antibodies, such as Cy2 donkey anti-goat IgG (H+L) (Jackson ImmunoResearch) or Cy3 anti-mouse or rabbit IgG (H+L) (Jackson ImmunoResearch) were incubated for 30 minutes at room temperature. Slides were incubated with DAPI (Vector Laboratories) for 5 minutes for nuclear staining. Images were obtained using Leica AF6000 Modular Systems.

Sequential multiplex immunofluorescence staining on formalin-fixed, paraffin-embedded liver sections was performed, as previously described (51, 52). Images were acquired on a Zeiss AxioObserver 7. Acquired images were processed and analyzed using FIJI (53), Ilastik (version 1.3.3post3) (54), and CellProfiler (version 4.1.3) (55). Cellular distribution was represented using FlowJo Software for Windows, version 10.6.1 (BD, 2019). The following antibodies were used: HepPar1 (catalog M7158, Dako), CD8a (catalog NBP2-34318-0.1 mg, Novus), CD4 (catalog ab133616, Abcam), MPO (catalog ab208670, Abcam), CD20 (catalog PA5-16701, Thermo Fisher), IBA1 (catalog MABN92, EMD Millipore), and α-SMA (catalog M085129-2, Agilent).

### Isolation and culture of mouse neutrophils.

Bone marrow neutrophils were collected from *Ncf1^fl/fl^* and *Ncf1^Lyz–/–^* mice using a mouse Neutrophil Isolation Kit (Miltenyi Biotec) based on the manufacturer’s instructions and then cultured in RPMI-1640 containing 10% EV-free FBS and penicillin-streptomycin. In some experiments, neutrophils were cultured with LPS, PMA, or BSO plus 2 μM LY2228820 (p38 MAP kinase inhibitor) or 4 μM PH797804 (p38 MAPK inhibitor) for 6 hours. All inhibitors were obtained from Selleck Chemicals. In certain experiments, neutrophils were cultured with H_2_O_2_ for 5 minutes, 15 minutes, 30 minutes, 1 hour, or 2 hours.

### Flow cytometry analyses of ROS levels in neutrophils.

Bone marrow neutrophils were collected from *Ncf1*^fl/fl^ and *Ncf1^Lyz–/–^* mice using the Mouse Neutrophil Isolation Kit (Miltenyi Biotec) based on the manufacturer’s instructions. Neutrophils were resuspended in prewarmed medium (RPMI-1640 containing 10% FBS and penicillin-streptomycin) containing the probe H2DCFDA (Thermo Fisher) at the working concentration of 20 μM and incubated for 30 minutes at 37°C. Then 100 ng/ml PMA or 100 ng/ml LPS was added into the medium and incubated for an additional 30 minutes at 37°C. H2DCFDA intensity was measured by flow cytometry (CytoFLEX, Beckman Coulter) in the FL1 channel.

### EV isolation.

EVs were isolated as previously described (56). Briefly, after centrifugation of serum or cultured medium at 3000*g* for 15 minutes at 4°C, the supernatant fraction including EVs was incubated with an appropriate volume of ExoQuick or ExoQuick-TC exosome precipitation solution (System Biosciences), depending on the type of samples for EV isolation procedure, according to the manufacturer’s instructions. The number of EVs in the supernatant was measured by NanoSight LM14C.

### Total RNA isolation and RT-qPCR.

Total RNA was purified from liver tissues or cell cultures using TRIzol Reagent (Thermo Fisher) according to the manufacturer’s instructions. RNA (1 μg of total) was reverse transcribed into cDNA using a high-capacity cDNA Reverse Transcription Kit (Thermo Fisher). The expression levels of mRNA were measured by reverse-transcription quantitative PCR (RT-qPCR) with an ABI7500 RT-PCR system (Applied Biosystems). *8s* rRNA was used as the invariant housekeeping control gene. The 2^−ΔΔCt^ method was used to calculate relative gene expression. The primers used for RT-qPCR are listed in Supplemental Table 4.

For miRNA-223 detection, RNA samples were purified and reverse transcribed using the TaqMan microRNA Reverse Transcription Kit (Applied Biosystems). Subsequently, mature miRNA and pri-miRNA expression were amplified by using TaqMan miRNA Assay Kits (Applied Biosystems) and TaqMan Pri-miRNA Assays (Applied Biosystems) according to the manufacturer’s protocols. SnoRNA202 or Spike-In cel-miR-39 was used as an internal control.

### Western blotting.

Liver tissues and cells were homogenized or lysed in RIPA buffer containing a cocktail of protease inhibitors (Santa Cruz Biotechnology Inc.) according to the manufacturer’s instructions, then vortexed and centrifuged at 10,000*g* at 4°C for 10 minutes. Protein extracts were mixed in Laemmli loading buffer, boiled for 10 minutes, and then subjected to SDS-PAGE. After electrophoresis on 4% to 12% Bis-Tris gel (Bio-Rad), proteins were transferred onto nitrocellulose membranes (Thermo Fisher) and blotted against respective primary antibodies overnight. Antibodies against p-p38 (Thr180/Tyr182, catalog 4511S), p38 (catalog 8690S), p-ACC (catalog 3661S), ACC (catalog 3676S), p-AMPK (catalog 50081S), AMPK (Cat# 2532L), SIRT1 (catalog 9475S), UCP2 (catalog 89326S), and β-actin (catalog 3700S) were purchased from Cell Signaling Technology; antibodies against CPT1 (catalog sc-393070) and PPARa (catalog sc-398394) were purchased from Santa Cruz Biotechnology Inc.; antibodies against p-ASK1 (Thr838, catalog PA5-118633) and ASK1 (catalog PA5-118392) were purchased from Thermo Fisher. Membranes were washed with 0.1% (v/v) Tween 20 in PBS (pH 7.4) and incubated with a 1:5000 dilution of horseradish peroxidase–conjugated secondary antibody for 1 hour. Protein bands were visualized by SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher).

### RNA-Seq and bioinformatics analysis.

The total RNAs were extracted from EtOH-fed 5 WT and 4 *Ncf1^Lyz–/–^* mouse livers and submitted to Poly(A) RNA Sequencing (LC Sciences). The library was prepared following Illumina’s TruSeq Stranded mRNA sample preparation protocol, and RNA integrity was checked with Agilent Technologies 2100 Bioanalyzer. Only RNA samples with RIN (RNA integrity) greater than 7 were used for sequencing. Paired-ended sequencing was performed on Illumina’s NovaSeq 6000 Sequencing System. HISAT2 (http://daehwankimlab.github.io/hisat2/) was used to map reads to the mouse genome, and StringTie (https://ccb.jhu.edu/software/stringtie/) was used to assemble the mapped reads. EdgeR (https://web.stanford.edu/class/bios221/labs/rnaseq/lab_4_rnaseq.html#:~:text=edgeR%20is%20concerned%20with%20differential,with%20estimating%20absolute%20expression%20levels) was used to estimate the expression levels of all transcripts. DEGs were selected with log_2_ (fold change) higher than 1 or lower than –1 and statistical significance (*P* < 0.05). DEGs were subjected for the GO and KEGG pathway enrichment analysis in R (version 4.1.1). Mouse RNA-Seq data were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE192720), as were RNA-Seq data for SAH patients (GEO GSE143318). The RNA-Seq data for mild to moderate alcohol-associated steatohepatitis patients were described previously (57).

### Statistics.

Results are expressed as mean ± SEM. All statistical analyses were performed using GraphPad Prism software (version 8.0a). Appropriate comparisons, including Student’s *t* test or 1-way ANOVA followed by post hoc analysis with Tukey’s test, were used. *P* < 0.05 was considered statistically significant.

### Study approval.

Animal care and experiments were conducted under the guidelines and protocols approved by the NIAAA and Indiana University Animal Care and Use Committees. All animals were cared for in accordance with NIH guidelines. The use of liver tissues from controls and patients with SAH was approved by the IRB at the John Hopkins University. The use of paraffin-embedded healthy control liver tissues and alcoholic cirrhosis from the Liver Tissue Cell Distribution System was approved by the IRB at the University of Minnesota. The use of paraffin-embedded liver tissues was approved by the IRB at Indiana University–Purdue University Indianapolis (protocol 1712511018).

## Author contributions

JM designed and conducted the experiments and wrote the paper. AG, BM, SH, OP, BJP, ARA, LM, PK, NH, YH, YG, and DF conducted some experiments and edited the manuscript. ZY, RS, PSB, MZ, AMC, RB, FT, and ZS helped with data analysis and edited the manuscript. BG and SL supervised the whole project and wrote the paper.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
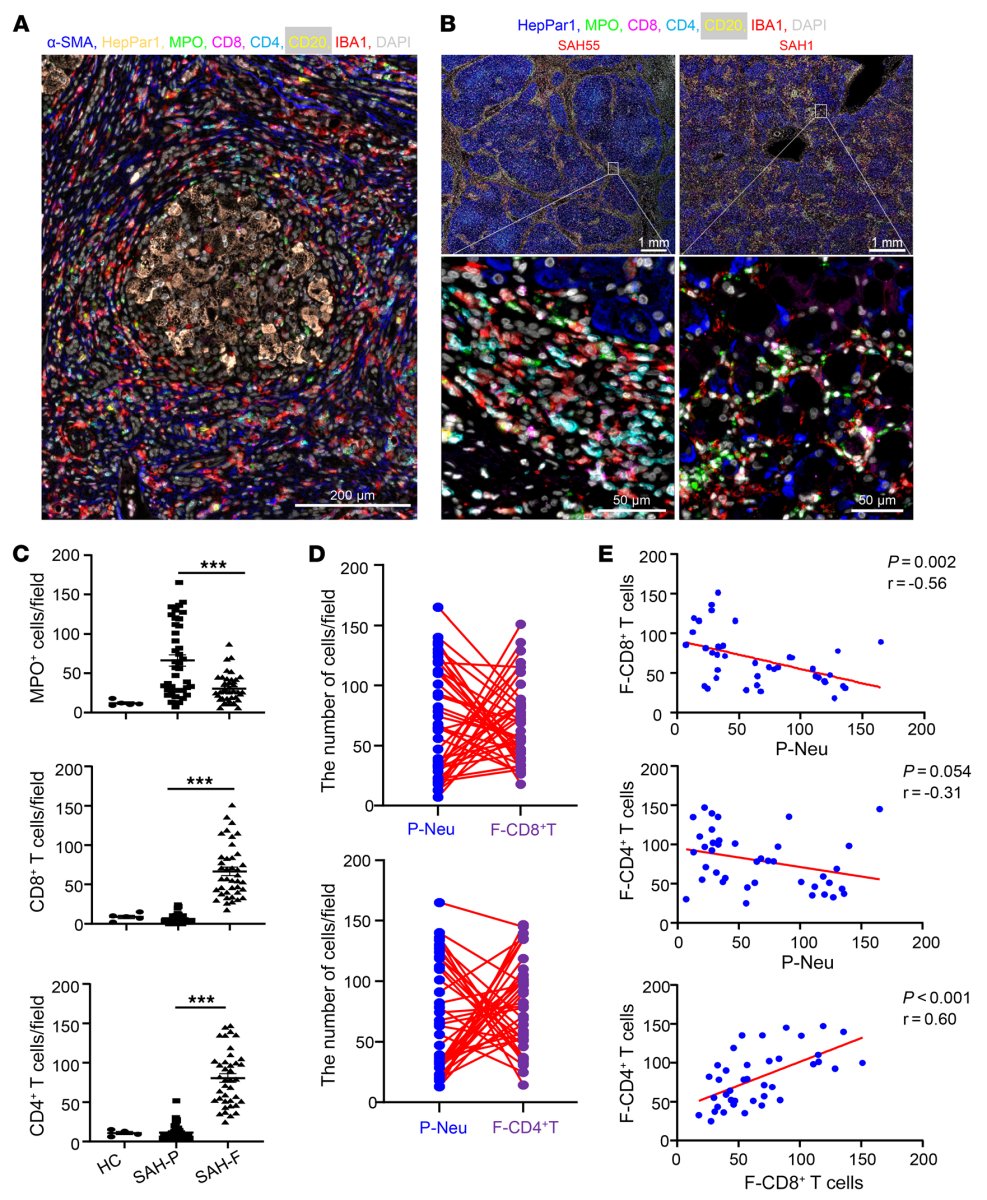
IHC staining analyses of inflammatory cells in the liver of SAH patients. (**A** and **B**) Liver tissues from SAH patients (*n* = 10) were subjected to sequential multiplex immunofluorescence staining of α-SMA, HepPar1, MPO, CD8, CD4, CD20, and IBA1. (**A**) Typical starry image of immunofluorescent staining from 1 SAH patient with a large number of inflammatory cells surrounding hepatocytes. (**B**) Two different patterns of representative images from SAH55 and SAH1 patients. (**C**) Liver tissues from healthy controls (HC) (*n* = 5) and SAH patients (*n* = 40) were subjected to IHC staining for MPO, CD8, and CD4. The number of MPO^+^, CD8^+^, CD4^+^ cells in the parenchymal area (SAH-P) and fibrotic area (SAH-F) were quantified. From 5 to 7 parenchymal or fibrotic areas were randomly selected for quantitation, and average numbers of cells are shown. For the graph, each dot represents one patient. (**D** and **E**) Analyses of SAH data from **C** show negative correlation between P-Neu and F-CD8^+^ T cells or F-CD4^+^ T cells and positive correlation between F-CD8^+^ T cells and F-CD4^+^ T cells. *P* values are indicated. Data are represented as mean ± SEM. ***P < 0.001. Statistical significance was assessed using 1-way ANOVA followed by Tukey’s post hoc test for multiple groups (**C**) and Pearson’s correlation analysis (**E**).

**Figure 2:**
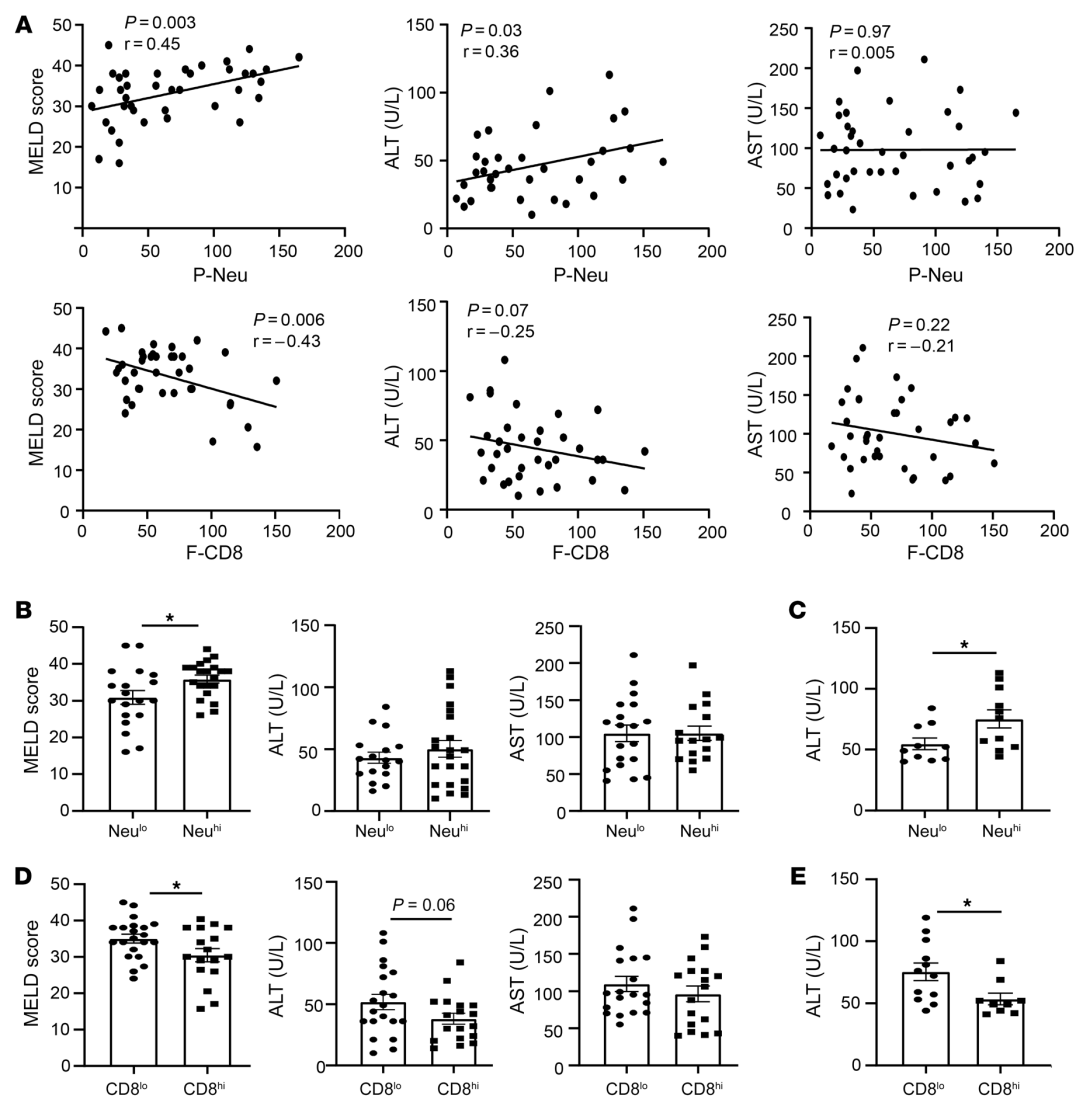
Hepatic neutrophil and CD8^+^ T cell infiltration are associated with liver injury in patients with SAH. (**A**) Upper panel: correlation analysis between the numbers of P-Neu per field and MELD score, serum ALT, or AST level; lower panel: correlation analysis between the numbers of F-CD8^+^ T cells per field and MELD score, serum ALT, or ALT level. (**B**–**E**) SAH patients were dichotomized into Neu^lo^ and Neu^hi^ groups (using the average quantity at 50 cells/field of intrahepatic neutrophils in our study cohort as the cutoff) or into CD8^lo^ and CD8^hi^ groups. MELD score, serum AST, and ALT levels were compared between groups. For panels **B** and **D**, all SAH patients were used for the comparison. For panels **C** and **E**, only SAH patients with abnormal ALT (>40 U/L) levels were used for the comparison. Data are represented as mean ± SEM. *P < 0.05. Statistical significance was assessed using Pearson’s correlation analysis (**A**) and 2-tailed Student’s *t* test for comparing 2 groups (**B**–**E**).

**Figure 3:**
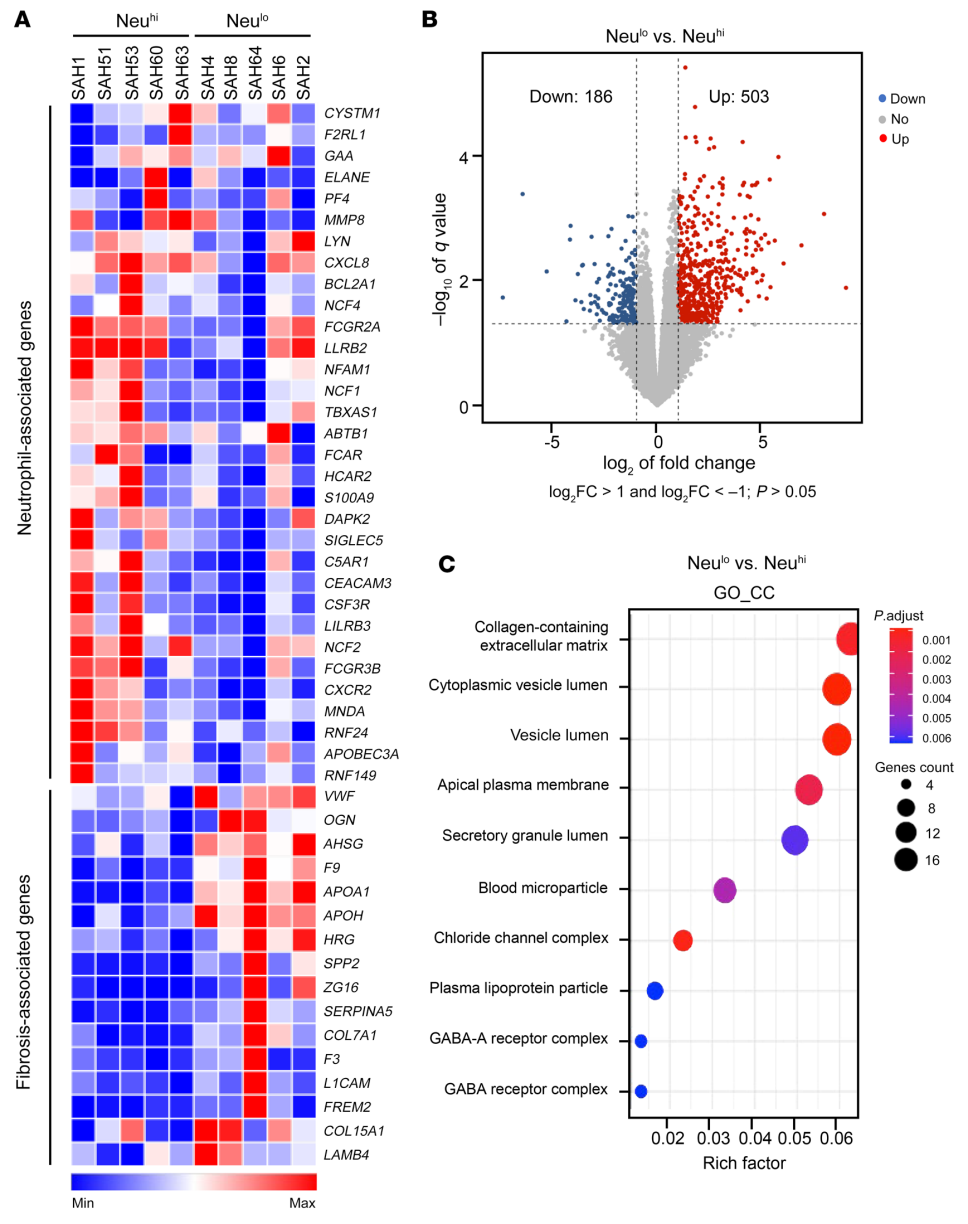
RNA-Seq analyses of the liver tissues of SAH patients (*n* = 10) with Neu^lo^ or Neu^hi^. (**A**) Heatmap analysis of neutrophil- and fibrosis-associated genes in GO terms of the collagen-containing extracellular matrix. (**B**) Volcano plot displaying DEGs comparing Neu^lo^ to Neu^hi^ group. Significant DEGs were at threshold, with less than –1 log_2_ fold change (log_2_FC) greater than 1 and with *P* > 0.05. Dots in red represent upregulated genes (503 genes), while dots in blue represent downregulated genes (186 genes) in Neu^lo^ versus Neu^hi^ samples. (**C**) Upregulated genes (503 genes) in Neu^lo^ samples were subjected to pathway enrichment analysis. Dot plot was used to present the top 10 enriched GO terms in cellular components (GO_CC). Size of the dots represents the number of genes, and color represents *P*-adjusted (*P*.adjust) values.

**Figure 4:**
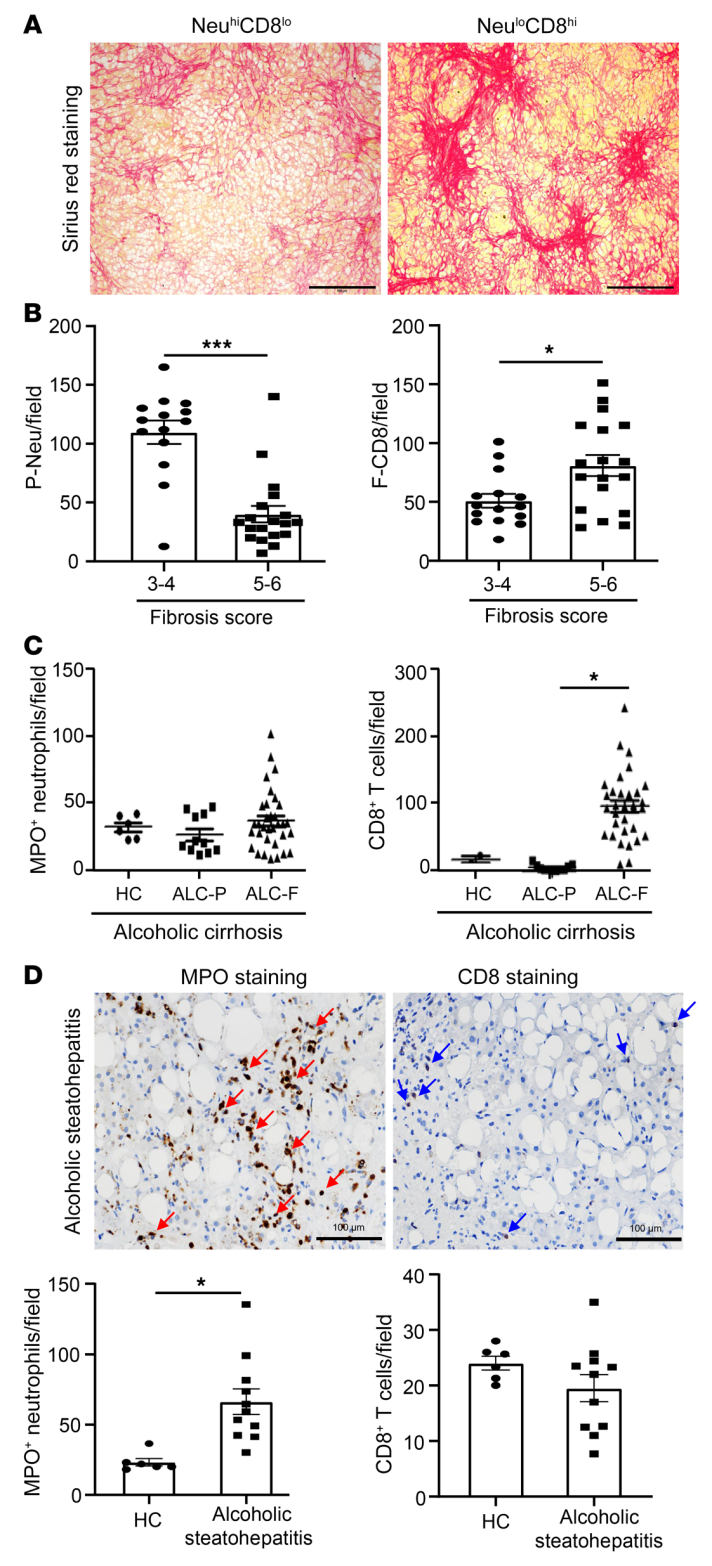
Hepatic neutrophil infiltration negatively correlates with fibrosis progression in patients with SAH, cirrhosis, and alcoholic steatohepatitis. (**A** and **B**) Liver tissues from SAH patients (*n* = 33) were subjected to Sirius red staining. Representative images from Neu^hi^CD8^lo^ and Neu^lo^CD8^hi^ groups are shown (**A**). Scale bars: 500 μm. (**B**) Fibrosis scores were evaluated by the Ishak system, and SAH patients were divided into 2 groups based on fibrosis scores and hepatic neutrophils. CD8^+^ T cell numbers were compared between the 2 groups. (**C**) Liver tissues from healthy control (*n* = 6) and alcoholic cirrhosis (ALC) patients (*n* = 32) were subjected to IHC staining of MPO, CD8, and MPO^+^; CD8^+^ cells in the parenchymal area (ALC-P) and fibrotic area (ALC-F) were quantified. (**D**) Liver tissues from healthy controls (*n* = 6) and alcoholic steatohepatitis patients (*n* = 12) were subjected to IHC staining of MPO^+^ and CD8^+^ cells. Representative images (top) and quantification are shown (bottom). Red arrows indicate MPO^+^ staining, and blue arrows indicate CD8^+^ staining. Scale bars: 100 μm. Data are represented as mean ± SEM. *P < 0.05; ***P < 0.001. Statistical significance was assessed using 2-tailed Student’s *t* test for comparing 2 groups (**B** and **D**) and 1-way ANOVA followed by Tukey’s post hoc test for multiple groups (**C**).

**Figure 5:**
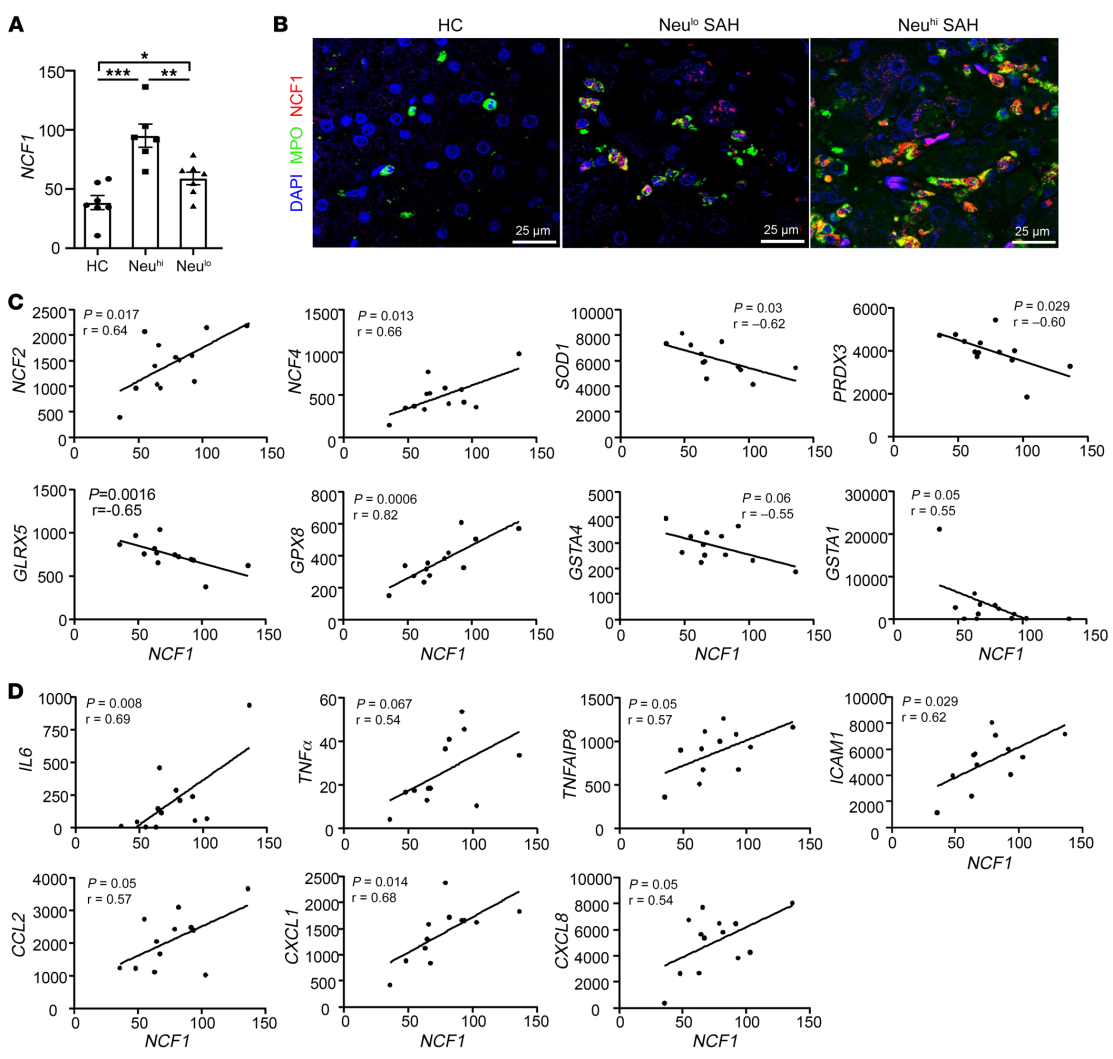
Hepatic levels of *p47phox/NCF1* are elevated and correlated with the quantity of intrahepatic neutrophils in SAH patients. (**A**) Hepatic *NCF1* levels were compared among healthy control (*n* = 7) and Neu^lo^ (*n* = 5) and Neu^hi^ (7) groups, based on RNA-Seq data. (**B**) Liver tissues from SAH patients were subjected to immunofluorescence staining of MPO and NCF1. Representative images are shown. Scale bars: 25 μm. (**C** and **D**) Correlation analyses were performed between *NCF1* and inflammation-related genes or oxidative stress–related genes based on RNA-Seq data (*n* = 13). Values in the *x* and *y* axes represent relative fragments per kilobase of exon per million mapped fragments (FPKM) from RNA-Seq data. Data in **A** are represented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001. Statistical significance was assessed using 1-way ANOVA followed by Tukey’s post hoc test for multiple groups (**A**) and Pearson’s correlation analysis (**C** and **D**).

**Figure 6:**
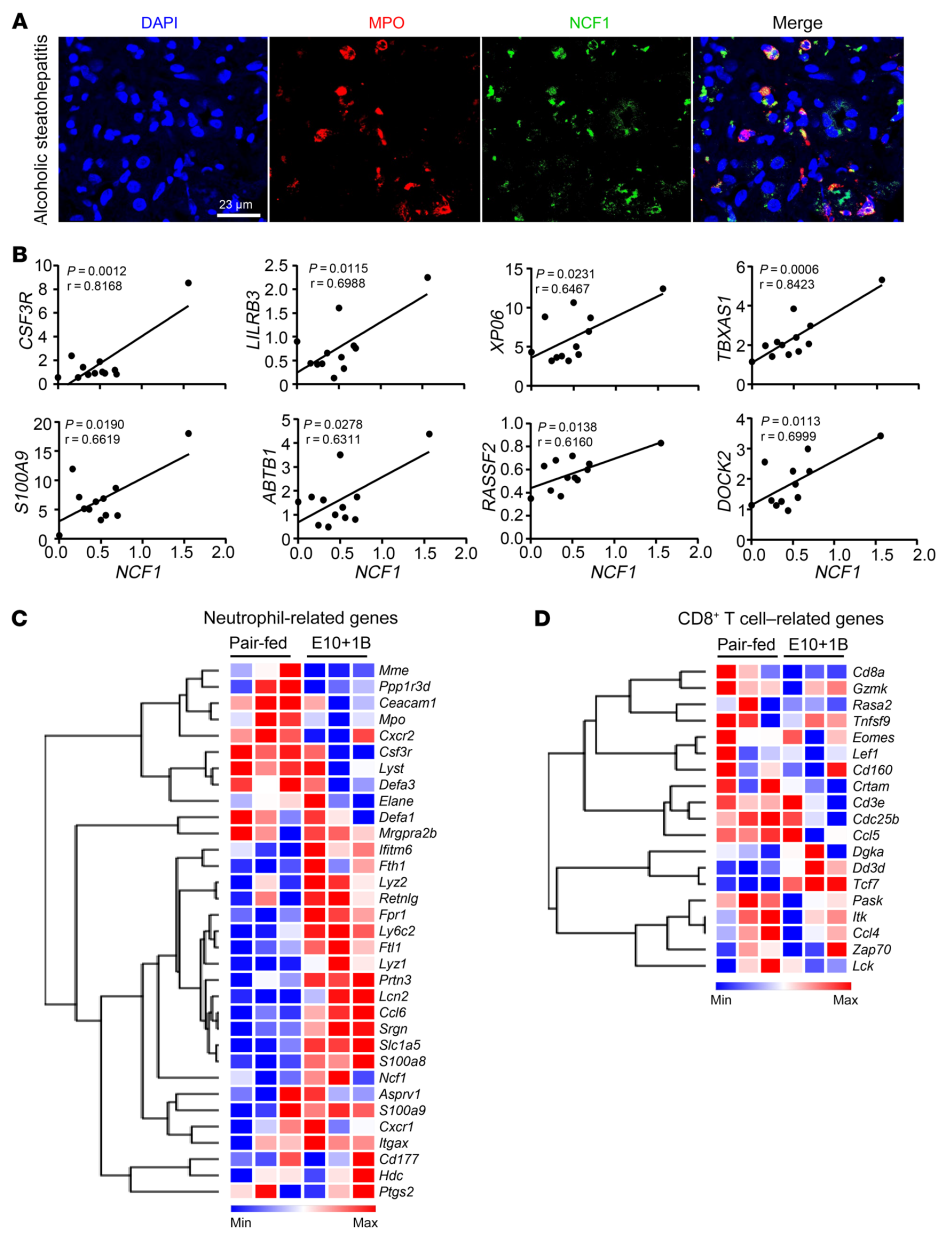
Hepatic NCF1 expression is upregulated and positively correlated with neutrophil-related genes in patients and mice with alcoholic steatohepatitis. (**A**) Liver tissues from alcoholic steatohepatitis patients were subjected to immunofluorescence staining of MPO and NCF1. Representative images are shown. Scale bar: 23 μm. (**B**) Correlation analyses were performed between NCF1 and neutrophil-related genes based on RNA-Seq data (*n* = 12). Values in *x* and *y* axes represent relative transcripts per million (TPM). (**C** and **D**) Liver tissues from ethanol- (*n* = 3) and pair-fed (*n* = 3) mice were subjected to microarray analyses. Heatmap analyses of neutrophil-related genes (**C**) and CD8^+^ T cell–related genes (**D**). Microarray data were pulled from our previous paper (50); GEO database number is GSE67546. Statistical significance was assessed using Pearson’s correlation analysis (**B**).

**Figure 7:**
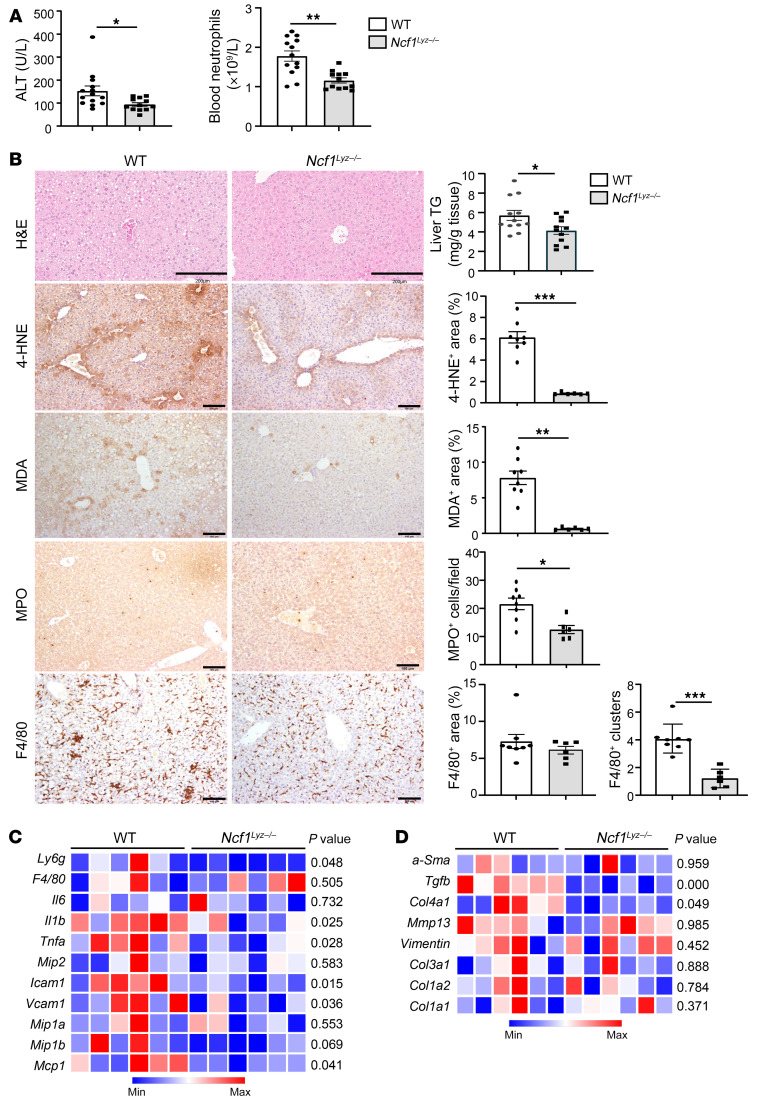
Genetic deletion of the *Ncf1* gene in neutrophils ameliorates chronic-plus-binge ethanol-induced liver ROS, inflammation, steatosis, and injury. WT and *Ncf1^Lyz–/–^* mice were fed an ethanol diet for 10 days, followed by gavage of ethanol, and were euthanized 9 hours later. (**A**) Serum ALT levels and circulating neutrophils were measured (WT, *n* = 14; KO, *n* = 12). (**B**) Liver tissues were subjected to H&E staining, TG measurement (WT, *n* = 12; KO, *n* = 12), and IHC staining (WT, *n* = 8; KO, *n* = 6) with antibodies against MDA, HNE, MPO, and F4/80. Representative images are shown on the left. Liver TG levels were quantified and are shown on the right. Quantification of the area positive for MDA or HNE staining is shown on the right. Scale bars: 200 μm (H&E row), 100 μm (additional rows). Quantification of number of MPO^+^ cells, percentage of F4/80^+^ area, and F4/80 clusters are on the right. Values in **A** and **B** represent mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001. (**C** and **D**) Heatmap illustrations of the expression profiles of genes involved in inflammation (**C**) and fibrosis (**D**) (WT, *n* = 6; KO, *n* = 6). *P* values are indicated. Statistical significance was assessed using 2-tailed Student’s *t* test for comparing 2 groups (**A** and **B**) and 1-way ANOVA followed by Tukey’s post hoc test for multiple groups (**C** and **D**).

**Figure 8:**
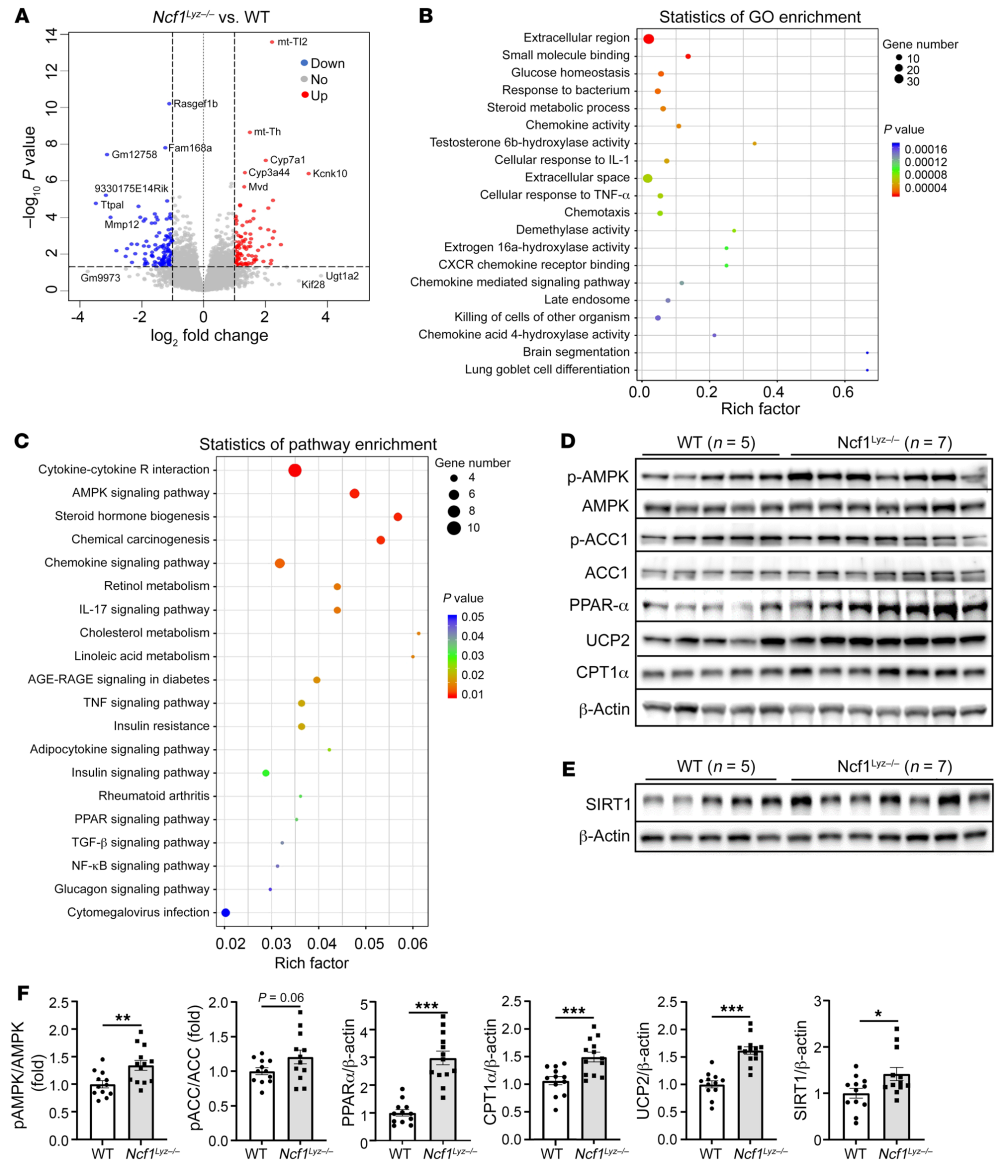
Neutrophil-specific NCF1 promotes alcoholic steatosis by inhibiting hepatic SIRT1 and AMPK activation. RNA-Seq was performed in ethanol-fed WT (*n* = 5) and *Ncf1^Lyz–/–^* (*n* = 4) mouse livers. (**A**) Volcano plot displaying DEGs between WT and *Ncf1^Lyz–/–^* mice. (**B** and **C**) Analyzed DEGs were subjected to GO and KEGG pathway enrichment analysis. The top 20 enriched GO terms and KEGG pathways are shown in **B** and **C**, respectively. (**D**–**F**) Liver tissues from ethanol-fed mice (WT, *n* = 5; KO, *n* = 7) were subjected to immunoblot analysis of p-AMPK, p-ACC, PPARα, UCP2, CPT1α, and SIRT1 (**D** and **E**). Quantification of protein band densities from 2 independent experiments (**D** and **E** and Supplemental Figure 9, C and D) is shown in **F**. Data are represented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001. Statistical significance was assessed using 2-tailed Student’s *t* test for comparing 2 groups (**F**).

**Figure 9:**
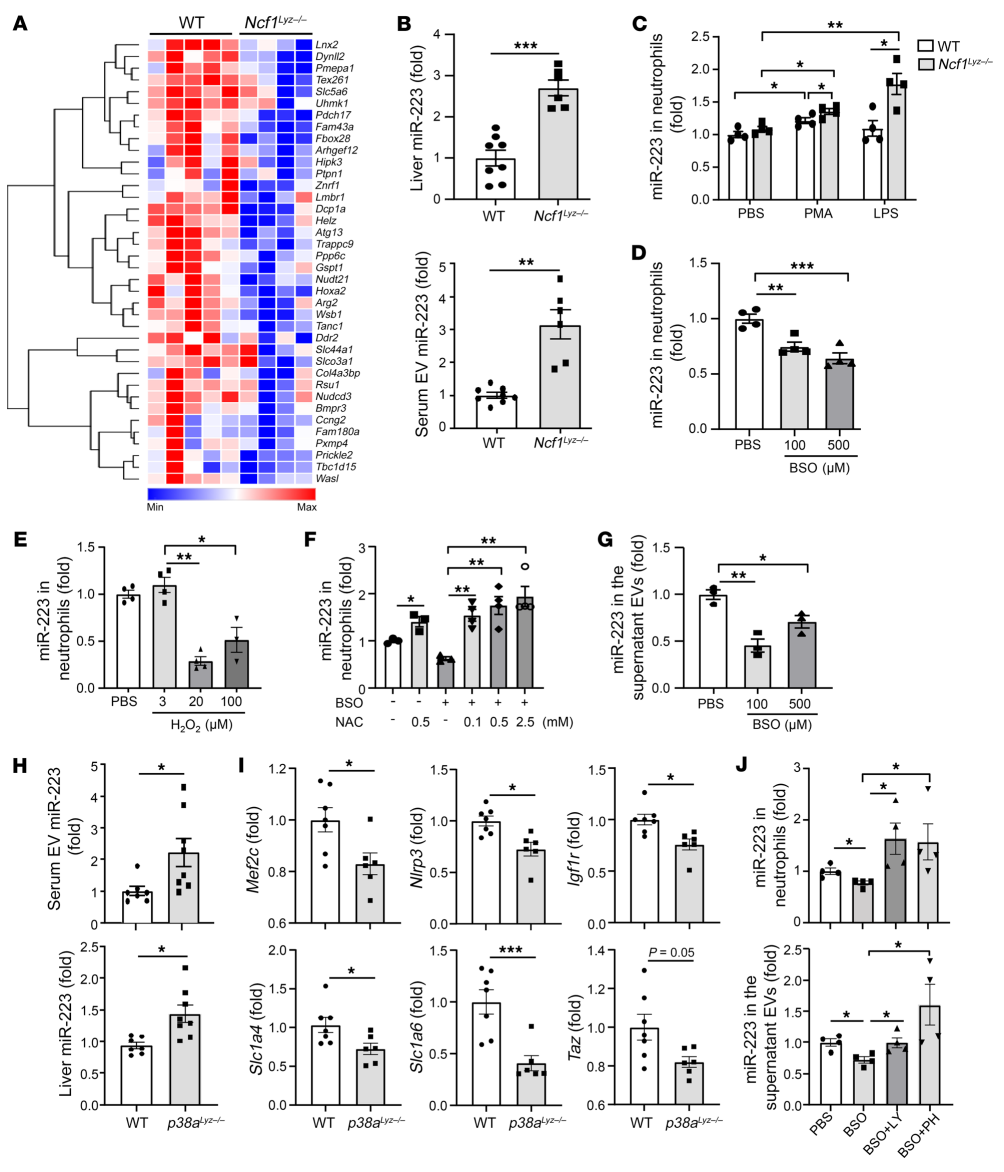
Neutrophilic NCF1 promotes liver inflammation and fibrosis by inhibiting antiinflammatory and antifibrotic miR-223 in ROS and p38 MAPK–dependent manners. (**A**) Heatmap analysis of miR-223 target genes in ethanol-fed WT (*n* = 5) and *Ncf1^Lyz–/–^* (*n* = 4) mice based on RNA-Seq data. (**B**) miR-223 levels in serum EVs and liver were measured in ethanol-fed WT (*n* = 8) and *Ncf1^Lyz–/–^* (*n* = 6) mice. (**C**) Neutrophils were isolated from WT and *Ncf1^Lyz–/–^* mice and treated with LPS (50 ng/ml) or PMA (30 ng/ml) for 6 hours. miR-223 in the neutrophils was measured (*n* = 4 per group). (**D** and **E**) Neutrophils were isolated from WT mice and treated with BSO (**D**) or H_2_O_2_ (**E**). miR-223 expression in the neutrophils was measured (*n* = 4 per group). (**F**) Neutrophils were isolated from WT mice and treated with BSO at 0 or 100 μM with or without NAC treatment. miR-223 expression in the neutrophils was measured (*n* = 4 per group). (**G**) Neutrophils were isolated from WT mice and treated with BSO. miR-223 expression in the supernatant EVs was measured (*n* = 3 per group). (**H** and **I**) WT and *p38a^Lyz–/–^* mice were fed an ethanol diet for 10 days, followed by gavage of ethanol, and were euthanized 9 hours later. miR-223 levels in serum EVs and liver were measured (**H**) (WT, *n* = 7; KO, *n* = 8). miR-223 target genes in the liver were examined by real-time qPCR (**I**) (WT *n* = 7; KO *n* = 6). (**J**) Neutrophils were isolated from WT mice and treated with BSO at 100 μM with or without p38α inhibitors LY2228820 (2 μM) or PH797804 (4 μM). miR-223 expression in the neutrophils and supernatant EVs was measured (*n* = 4 per group). Data are represented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001. Statistical significance was assessed using 2-tailed Student’s *t* test for comparing 2 groups (**B**, **C**, **H**, and **I**) and 1-way ANOVA followed by Tukey’s post hoc test for multiple groups (**D**, **G**, and **J**).

**Figure 10:**
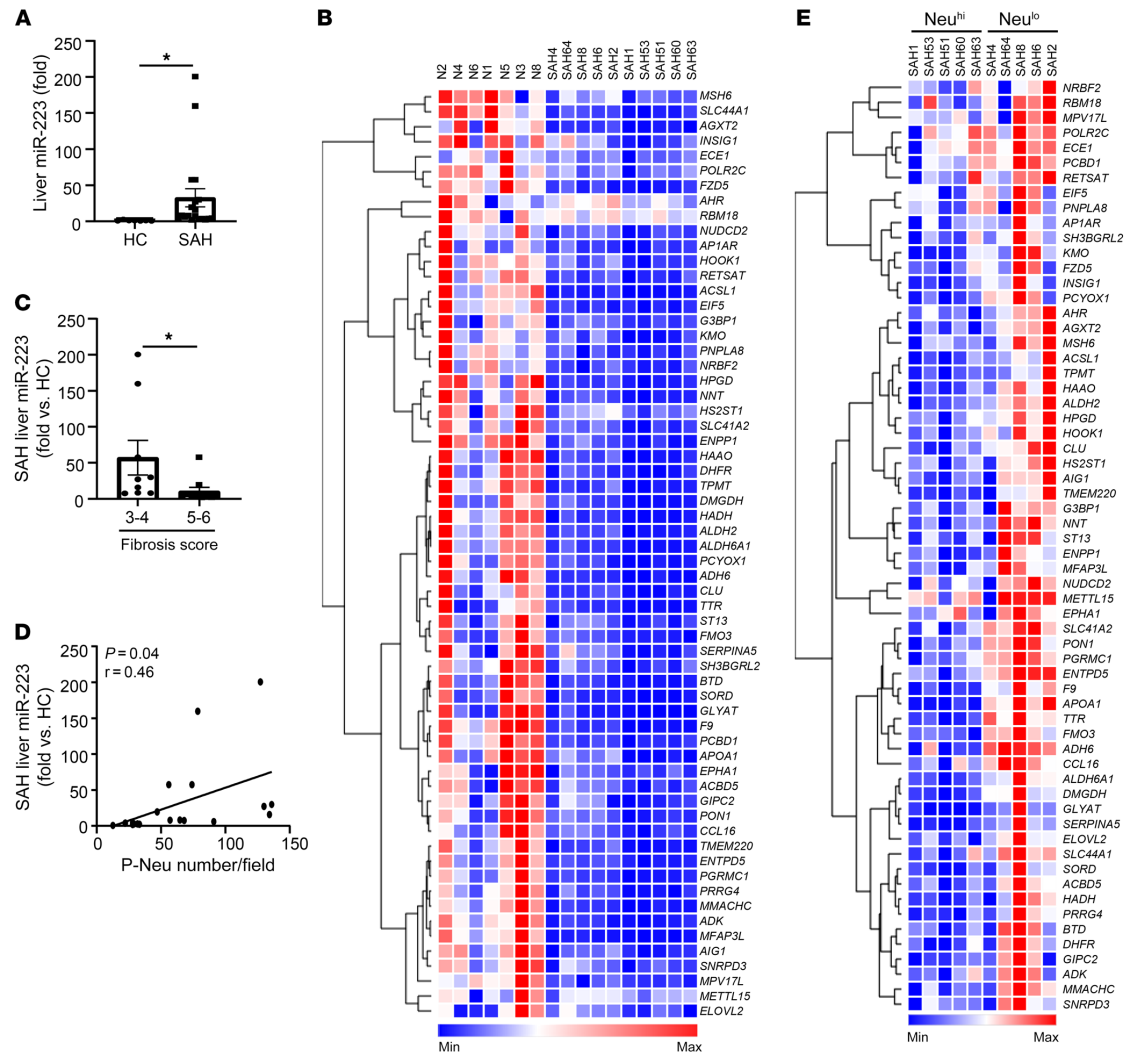
Hepatic miR-223 is highly elevated in SAH patients and positively correlated with the number of neutrophils in the liver. (**A**) Hepatic miR-223 levels were compared between healthy control (*n* = 7) and SAH patients (*n* = 20) by RT-qPCR. (**B**) Heatmap analysis of miR-223 target genes in the liver among healthy controls (*n* = 7) and SAH patients (*n* = 10) based on RNA-Seq data. (**C**) Hepatic miR-223 levels were compared among SAH patients with low (*n* = 10) or high (*n* = 10) fibrosis score (refer to Figure 4B). (**D**) Correlation analysis was performed between hepatic miR-223 level and P-Neu number/field (*n* = 20). (**E**) Heatmap analysis of miR-223 target genes in the liver of SAH patients (*n* = 10). Data are represented as mean ± SEM. *P < 0.05. Statistical significance was assessed using 2-tailed Student’s *t* test for comparing 2 groups (**A** and **C**) and Pearson’s correlation analysis (**D**).

**Figure 11:**
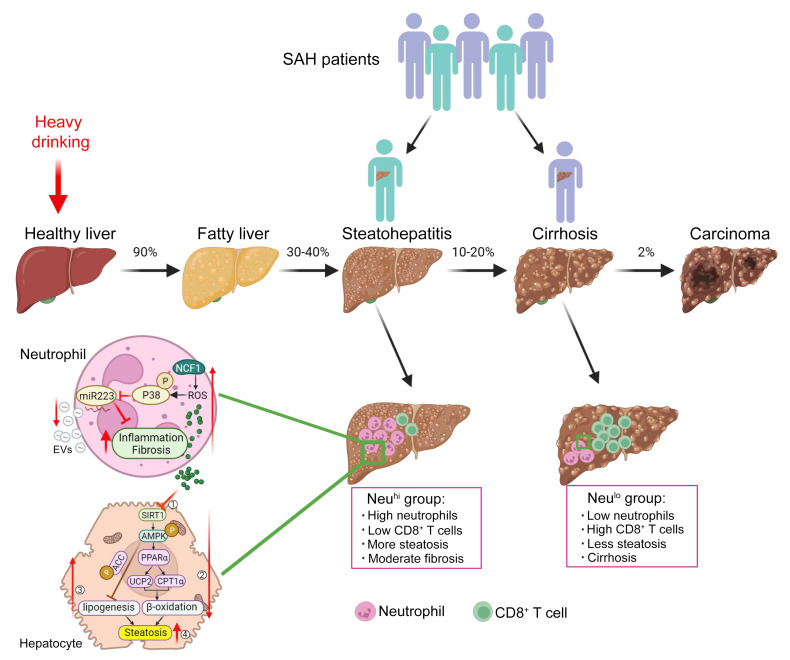
Model depicting distinct histopathological phenotypes in SAH patients based on liver immune phenotyping and the role of neutrophilic NCF1-dependent ROS in AH pathogenesis. SAH exists as 2 distinct histopathological phenotypes, Neu^hi^CD8^lo^ and Neu^lo^CD8^hi^, suggesting different pathogenesis leading to liver injury and/or failure among these patients. Patients with high hepatic neutrophils but low CD8^+^ T cells are younger and have higher MELD scores and ALT levels, but have less fibrosis compared with those with Neu^lo^CD8^hi^. Among those with Neu^hi^, neutrophilic NCF1-dependent ROS promotes AH progression through the NCF1/SIRT1/AMPK axis on lipid metabolism and NCF1/p38 MAPK/miR-223 on alcohol-induced inflammation and fibrosis.

## Version 1 07/15/2022

Electronic publication

## References

[1] Singal AK (2021). Alcohol-associated liver disease in the United States is associated with severe forms of disease among young, females and Hispanics. Aliment Pharmacol Ther.

[2] Singal AK, Mathurin P (2021). Diagnosis and treatment of alcohol-associated liver disease: a review. JAMA.

[3] Szabo G (2019). Alcohol-related liver disease: areas of consensus, unmet needs and opportunities for further study. Hepatology.

[4] Crabb DW (2020). Diagnosis and treatment of alcohol-associated liver diseases: 2019 practice guidance from the American Association for the Study of Liver Diseases. Hepatology.

[5] Gao B, Bataller R (2011). Alcoholic liver disease: pathogenesis and new therapeutic targets. Gastroenterology.

[6] Mandrekar P (2016). Alcoholic hepatitis: translational approaches to develop targeted therapies. Hepatology.

[7] Gougol A (2021). Alcoholic hepatitis. Clin Liver Dis (Hoboken).

[8] Avila MA (2020). Recent advances in alcohol-related liver disease (ALD): summary of a Gut round table meeting. Gut.

[9] Mitchell MC (2020). Current management and future treatment of alcoholic hepatitis. Gastroenterol Hepatol (N Y).

[10] Sehrawat TS (2020). The knowns and unknowns of treatment for alcoholic hepatitis. Lancet Gastroenterol Hepatol.

[11] Singal AK, Shah VH (2019). Current trials and novel therapeutic targets for alcoholic hepatitis. J Hepatol.

[12] Gao B (2019). Inflammatory pathways in alcoholic steatohepatitis. J Hepatol.

[13] Abu Omar Y (2019). Prognostic value of neutrophil-lymphocyte ratio in patients with severe alcoholic hepatitis. Cureus.

[14] Xu R (2014). The role of neutrophils in the development of liver diseases. Cell Mol Immunol.

[15] Fiuza C (2000). In vivo neutrophil dysfunction in cirrhotic patients with advanced liver disease. J Infect Dis.

[16] Nemeth T (2020). Neutrophils as emerging therapeutic targets. Nat Rev Drug Discov.

[17] Cho Y, Szabo G (2021). Two faces of neutrophils in liver disease development and progression. Hepatology.

[18] Liu K (2021). Neutrophils in liver diseases: pathogenesis and therapeutic targets. Cell Mol Immunol.

[19] Chang B (2015). Short- or long-term high-fat diet feeding plus acute ethanol binge synergistically induce acute liver injury in mice: an important role for CXCL1. Hepatology.

[20] Das S (2017). Hyperoxidized albumin modulates neutrophils to induce oxidative stress and inflammation in severe alcoholic hepatitis. Hepatology.

[21] Li M (2017). MicroRNA-223 ameliorates alcoholic liver injury by inhibiting the IL-6-p47(phox)-oxidative stress pathway in neutrophils. Gut.

[22] Bukong TN (2018). Abnormal neutrophil traps and impaired efferocytosis contribute to liver injury and sepsis severity after binge alcohol use. J Hepatol.

[23] Quinn MT, Gauss KA (2004). Structure and regulation of the neutrophil respiratory burst oxidase: comparison with nonphagocyte oxidases. J Leukoc Biol.

[24] El-Benna J (2009). p47phox, the phagocyte NADPH oxidase/NOX2 organizer: structure, phosphorylation and implication in diseases. Exp Mol Med.

[25] Bertola A (2013). Chronic plus binge ethanol feeding synergistically induces neutrophil infiltration and liver injury in mice: a critical role for E-selectin. Hepatology.

[26] You M (2004). The role of AMP-activated protein kinase in the action of ethanol in the liver. Gastroenterology.

[27] Ajmo JM (2008). Resveratrol alleviates alcoholic fatty liver in mice. Am J Physiol Gastrointest Liver Physiol.

[28] Wang X (2021). MicroRNAs as regulators, biomarkers and therapeutic targets in liver diseases. Gut.

[29] He Y (2021). Neutrophil-to-hepatocyte communication via LDLR-dependent miR-223-enriched extracellular vesicle transfer ameliorates nonalcoholic steatohepatitis. J Clin Invest.

[30] Calvente CJ (2019). Neutrophils contribute to spontaneous resolution of liver inflammation and fibrosis via microRNA-223. J Clin Invest.

[31] Zhao J (2017). A missense variant in NCF1 is associated with susceptibility to multiple autoimmune diseases. Nat Genet.

[32] Dominguez M (2009). Hepatic expression of CXC chemokines predicts portal hypertension and survival in patients with alcoholic hepatitis. Gastroenterology.

[33] Liu M (2021). Super enhancer regulation of cytokine-induced chemokine production in alcoholic hepatitis. Nat Commun.

[34] Bertola A (2013). Mouse model of chronic and binge ethanol feeding (the NIAAA model). Nat Protoc.

[35] Canto C (2009). AMPK regulates energy expenditure by modulating NAD+ metabolism and SIRT1 activity. Nature.

[36] Hou X (2008). SIRT1 regulates hepatocyte lipid metabolism through activating AMP-activated protein kinase. J Biol Chem.

[37] Samala N (2019). Clinical characteristics and outcomes of mild to moderate alcoholic hepatitis. GastroHep.

[38] Peeraphatdit TB (2020). Alcohol rehabilitation within 30 days of hospital discharge is associated with reduced readmission, relapse, and death in patients with alcoholic hepatitis. Clin Gastroenterol Hepatol.

[39] Mathurin P (2021). Early liver transplantation for acute alcoholic hepatitis: We can’t say no. J Hepatol.

[40] Potts JR (2018). In vivo imaging of hepatic neutrophil migration in severe alcoholic hepatitis with (111)In-radiolabelled leucocytes. Biosci Rep.

[41] Mathurin P (1996). Survival and prognostic factors in patients with severe alcoholic hepatitis treated with prednisolone. Gastroenterology.

[42] Altamirano J (2014). A histologic scoring system for prognosis of patients with alcoholic hepatitis. Gastroenterology.

[43] Hwang S (2020). Interleukin-22 ameliorates neutrophil-driven nonalcoholic steatohepatitis through multiple targets. Hepatology.

[44] Sozio MS (2010). The role of lipid metabolism in the pathogenesis of alcoholic and nonalcoholic hepatic steatosis. Semin Liver Dis.

[45] Lin CH (2018). Oxidative stress induces imbalance of adipogenic/osteoblastic lineage commitment in mesenchymal stem cells through decreasing SIRT1 functions. J Cell Mol Med.

[46] Hu Y (2015). Protective efficacy of carnosic acid against hydrogen peroxide induced oxidative injury in HepG2 cells through the SIRT1 pathway. Can J Physiol Pharmacol.

[47] Ruderman NB (2010). AMPK and SIRT1: a long-standing partnership?. Am J Physiol Endocrinol Metab.

[48] Wang X (2021). MicroRNA-223 restricts liver fibrosis by inhibiting the TAZ-IHH-GLI2 and PDGF signaling pathways via the crosstalk of multiple liver cell types. Int J Biol Sci.

[49] Hou X (2021). Myeloid-cell-specific IL-6 signaling promotes microRNA-223-enriched exosome production to attenuate NAFLD-associated fibrosis. Hepatology.

[50] Xu MJ (2015). Fat-specific protein 27/CIDEC promotes development of alcoholic steatohepatitis in mice and humans. Gastroenterology.

[51] Guillot A (2021). Bile acid-activated macrophages promote biliary epithelial cell proliferation through integrin alpha v beta 6 upregulation following liver injury. J Clin Invest.

[52] Guillot A (2020). Deciphering the immune microenvironment on a single archival formalin-fixed paraffin-embedded tissue section by an immediately implementable multiplex fluorescence immunostaining protocol. Cancers (Basel).

[53] Schindelin J (2012). Fiji: an open-source platform for biological-image analysis. Nat Methods.

[54] Berg S (2019). ilastik: interactive machine learning for (bio)image analysis. Nat Methods.

[55] Wahlby C (2012). An image analysis toolbox for high-throughput C. elegans assays. Nat Methods.

[56] Seo W (2019). ALDH2 deficiency promotes alcohol-associated liver cancer by activating oncogenic pathways via oxidized DNA-enriched extracellular vesicles. J Hepatol.

[57] Argemi J (2019). Defective HNF4alpha-dependent gene expression as a driver of hepatocellular failure in alcoholic hepatitis. Nat Commun.

How the deposited data were processed for this re-analysis (not part of the article)

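RNA from the livers of 4 female *Ncf1 Lyz-/-* mice and 5 female WT mice was compared. All had been fed ethanol for 10 days and given 1 gavage of ethanol 9 hours before collection. The deposited table has 1 column per mouse, named NKO2 to NKO5, WT1 to WT4 and WT6. Each column was placed in its group by its name. The columns' numbers do not run like the replicate numbers of the sample labels, so no column was tied to a single labelled mouse. Sample labels, diet and gavage were taken from the submitters' labels and the paper's methods.

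The paper's methods state that poly(A) RNA with an integrity number above 7 was made into stranded libraries and sequenced as paired ends by LC Sciences. The authors mapped the reads with HISAT2, assembled them with StringTie and name edgeR for expression levels. The paper's text gives no versions of these tools, no genome build or annotation, no tool for the FPKM values and no tool or model for the comparison of the groups. The authors' FPKM values are fragments per kilobase of transcript scaled to library size, and the deposited table lists an absent gene at 0.0001. The deposited ratio of the groups is the mean FPKM of the 4 *Ncf1 Lyz-/-* libraries over the mean FPKM of the 5 WT libraries, as the authors computed it, which was checked for each gene to within 1%. The deposited log2 value is the log2 of that ratio, as the authors computed it. The deposited p-value and q-value come from the authors' comparison of the groups, whose model is not given in the paper's text. The table gives 13719 genes a p-value below 1.

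The table holds no counts. Depth was recovered from 15169 genes with a single exon and a single transcript of at least 200 bases, in which the smallest FPKM values times length gather on steps of 1 fragment. On half-fragment steps, to a tolerance of 0.1 of a step, lay 49.8% to 55.2% of the low values, or 42.9% to 48.9% without those around the fitted step, where an even spread gives 20%. This gave 19.1, 19.5, 18.6 and 20.1 M fragments for NKO2 to NKO5, 18.1, 18.6, 15.2 and 15.9 M for WT1 to WT4 and 15.3 M for WT6, where M stands for mega. For a transcript of 1 kilobase, 1 fragment was worth 0.0497 to 0.0656 FPKM, which sets the precision of low values. Of the gene identifiers in the table, 55141 were in the GENCODE M21 annotation of GRCm38, which gave coordinates, exons and 3′ untranslated regions. The authors' build is not stated.

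Groups were compared with limma 3.58.1 in R 4.3.3, on log2(FPKM + 0.1) with a mean-variance trend, over the 12350 genes with a mean of at least 0.5 FPKM over all 9 libraries. The comparison was *Ncf1 Lyz-/-* minus WT with no covariate, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05. Genes were also counted at the study's thresholds, a log2 fold change above 1 or below −1 with an unadjusted p under 0.05. Single genes were also compared by a two-sided exact permutation test over the 126 splits of the libraries, whose smallest p is 0.00794. Tables were prepared and figures drawn in Python 3.11.15, the figures with matplotlib 3.10.9.

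Gene lists were tested with limma's camera with a preset correlation of 0.01, adjusted over lists. Of 41 lists written from general knowledge, 36 had at least 5 tested members and were tested. KEGG pathways, as the authors' table assigns them, were tested with a one-sided Fisher's exact test for those with at least 5 tested genes, against the tested genes with a KEGG annotation. GO terms were left out because the GO text of 2304 genes had been lost from the table. For 6 genes KEGG text had been lost too. Members of 3 lists among the 100 genes with the smallest p were counted with a one-sided Fisher's exact test. Genes with an AACTGACA or AACTGAC match to the miR-223 seed in the 3′ untranslated region of the longest transcript were compared by camera with genes that have no AACTGA match there. The latter may hold other seed matches, which were not searched for. Intervals of medians are 95% bootstrap intervals from 10000 resamples of genes.

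The genes named in the text were set by a rule. It took *Ncf1*, each gene that the paper names or labels in Figs. 7C, 7D, 8A and 9A, the 10 genes with the smallest p in each direction, and up to 4 members with the smallest p of each list or pathway described. The figures' values for the labelled genes had been seen. Other genes are said to have been chosen after their values were seen.

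The alternatives were pseudocounts of 0.5 and 1, no filter on low values, a mean of at least 1 FPKM, scaling by median ratios, limma with no trend, limma with array weights, each library left out in turn, and the authors' deposited p-values over the same genes. For lists they were an estimated correlation and fry, for pathways genes at an unadjusted p under 0.01 and genes at an adjusted p under 0.05, for leading genes the first 50 and 200, and for miR-223 each site type, an estimated correlation and genes matched on the length of the 3′ untranslated region. Fits among the 6 libraries of higher depth, fits with the depth set as a covariate and tests on the authors' significant genes were added after the data had been seen, as were the alternatives of the gene counts applied to pathways, leading genes and miR-223. Count-based alternatives were left out because the table holds no counts, and the replicate block because columns could not be tied to replicate numbers. Results for 4 genes are not reported here. For each result of a fit over many genes, 100 of the 126 splits of the libraries into 4 and 5, the real one included, were run.

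The steps were tested on simulated data of the same size. Noise was drawn separately for each gene, so the simulation does not test how camera behaves where genes are correlated. With 50 genes changed at each of 4 log2 fold changes, limma recovered 24 at 1, 46 at 2, 49 at 3 and 48 at 4, and called 13 unchanged genes. With no change it called 0. With 1 list shifted by a log2 fold change of 0.5, camera called 1 list. With the genes of 1 pathway planted among the called genes, 12 pathways passed. With miR-223 site genes shifted by −0.2, camera called them lower.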

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

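The tests of the mitochondrial mRNAs, of the mitochondrial and lipid genes among the 6 libraries of higher depth, and of the chemokine genes without NKO5 were chosen only after the result was seen.

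Mitochondrial tRNA and rRNA genes, which the paper does not discuss as a group, had a median log2 fold change of 0.41 (95% bootstrap interval 0.25 to 0.79) in ethanol-fed *Ncf1 Lyz-/-* livers against ethanol-fed WT livers. A larger share of all mitochondrial RNA would raise the mitochondrial mRNAs as much, and their median was 0.16 (interval 0.083 to 0.20). More short RNA without a poly(A) tail in the libraries would raise nuclear small RNA genes as much, and the median of 179 of these was 0.11 (interval 0.022 to 0.23), with 106 of 179 higher, although the gap between the intervals is narrow and many such genes lie in introns. A fixed list of small RNA genes without a poly(A) tail, with 5 tested, had a median of 0.29 (3 positive and 2 negative), which lies inside the interval of the mitochondrial genes. Lower depth of 3 WT libraries would bring the median to 0 or below among the 6 libraries of higher depth, where it was 0.48 (interval 0.30 to 0.88). For these genes the medians argue against a larger share of all mitochondrial RNA and against lower depth as the whole cause. The intervals resample genes and leave out variation between mice, so they do not show how firmly. More short RNA without a poly(A) tail stays open. Selection of fragments by size, which bears on genes as short as tRNAs, was not tested and stays open too, beside an effect of genotype.

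Cholesterol synthesis genes were higher and fatty acid oxidation genes lower as lists (camera, adjusted p = 1.85e-09 and 1.46e-04; adjusted p = 0.572 and 0.699 with an estimated correlation; two-sided exact permutation tests of their mean scores, p = 0.0476 and 0.198), with a difference of their medians of 0.61 on the log2 scale; the 2 lists were paired after these calls were seen. Lower depth of 3 WT libraries would shrink it, and the difference was 1.01 (interval 0.81 to 1.17) among the 6 libraries of higher depth. This interval and the next resample genes and leave out variation between mice. The mean score of cholesterol synthesis minus fatty acid oxidation was −0.62 in WT1 and −0.79 in WT2. It was 0.23, −0.11 and −0.29 in WT3, WT4 and WT6, and 0.12 to 1.08 in the *Ncf1 Lyz-/-* livers. The libraries of lower depth thus did not carry the difference. Its size among the 6 libraries rests on the WT livers with the lowest scores, where depth cannot be told apart from other differences between WT livers. A single library is not the whole cause by the lowest difference on leaving out 1 library, 0.34 without NKO4 (interval 0.23 to 0.45), although NKO4 moved it by over 1.5 times and leaving out NKO5 gave 0.77. A more fed state of the *Ncf1 Lyz-/-* mice at collection is a candidate explanation: 12 genes induced by fasting, in neither list, had a median of −0.47 (−0.43 among the 6 libraries), with 11 of 12 below 0, *Cited2* only just (−0.00029). The idea arose from *Pck1*, *Ppargc1a*, *Sik1* and *Pdk4*, whose values had been seen, and *Nr4a1* on the list had been seen by name (median −0.35 without it); food intake and an effect of genotype on the same genes remain open.

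Of the 5 chemokine genes called higher in the authors' deposited table (*Ccl2*, *Cxcl1*, *Cxcl10*, *Cxcl13* and *Ccl21a*), 1 kept a ratio of mean FPKM over 2 without NKO5, *Ccl21a* at 3.72, which has near-identical copies in the genome, and *Cxcl13* at 1.03 was the next highest. This is what a pattern carried by 1 library, NKO5, predicts. Lower depth of 3 WT libraries cannot be told apart here, since 4 of the 5 kept a ratio over 2 among the 6 libraries of higher depth (1.56 for *Cxcl10*), and NKO5 is among these libraries. What set NKO5 apart was not tested, and no biological explanation was tested.

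In 49 of 334 groups of libraries examined, 1 library lay far from the others of its group. Chance gives about 1 in 20 groups if values are normally distributed, which FPKM values need not be. The genes include some chosen after their values were seen, and genes that move together count as separate groups, so the excess over chance is partly built in. Values near the floor, such as *Ly6g* at 0.0475 FPKM against 0.0001, are included too. NKO5 was the far library for 21 genes. It was the highest of the *Ncf1 Lyz-/-* livers in FPKM of *Ly6g* (0.0475), *Il6* (0.334), *Il1b* (14.0), *Tnf* (2.72), *Cxcl2* (3.26), *Icam1* (28.0), *Vcam1* (2.53), *Ccl3* (5.44), *Ccl4* (1.84), *Ccl2* (15.1), *Mmp13* (0.110), *Dcp1a* (0.594), *Nlrp3* (1.55), *Ncf4* (1.92), *Il1rn* (2.79), *Orm2* (80.1), *Cxcl13* (30.9), *Cxcl1* (108.4), *Cxcl10* (20.8) and *Marco* (21.7), and the lowest for *Ccl21a* (0.548). NKO2 was the highest for *Hbb-bs* (776), *Hba-a1* (484), *Cpt1b* (1.20), *Insr* (5.74) and *Rpl29* (51.6) and the lowest for *Ppp1r3b* (32.8). NKO3 was the highest for *Gm12758* (0.174) and the lowest for *Ccng2* (0.456) and *Got1* (35.1). NKO4 was the highest for *Fdft1* (59.0) and *Hmgcs1* (69.3) and the lowest for *Tgfb1* (1.86). Among WT livers, WT2 was the highest for *Lyz2* (90.1), *Mmp13* (0.180), *mt-Tl2* (14.5), *Prkaa2* (7.28), *Acaca* (12.2), *mt-Tg* (31.6), *Fasn* (42.8), *Mlxipl* (47.2), *Nr4a1* (21.0) and *Irs2* (23.7). WT1 was the highest for *Ugt1a2* (12.8) and *Plac8* (7.66) and the lowest for *Cyp3a41a* (27.6) and *Cyp3a41b* (29.3), and WT3 was the highest for *Kif28* (0.128) and *Cxcl1* (23.3).

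Besides the fatty acid oxidation list weighed above (median −0.15), camera called the mitochondrial tRNAs and rRNAs (median 0.41) and 9 further lists, 0 of them with an estimated correlation. Their median log2 fold changes were 0.45 for cholesterol synthesis and SREBP-2 target genes, 0.42 for fatty acid and triglyceride synthesis, 0.30 for female-biased hepatic genes, 0.18 for xenobiotic and steroid cytochrome P450 genes, 0.16 for mitochondrial mRNAs, −0.31 for infiltrating and lipid-associated macrophage markers, −0.38 for acute phase genes, −0.62 for immediate early and stress genes and −0.85 for red blood cell genes.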

How the results depend on the processing

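The fits among the 6 libraries of higher depth, the fits with the depth set as a covariate, the tests on the authors' significant genes and, for pathways, the first 100 genes and miR-223, the settings taken over from the gene counts were chosen after the results had been seen; the cause of each change below was not tested unless it is given. No paired analysis was possible because the columns' numbers (NKO2–5, WT1–4, WT6) do not run like the labels' replicate numbers. Alternatives that need counts could not be run because the table holds FPKM. The lower depth of WT3, WT4 and WT6 limits genes near the filter's mean of 0.5 FPKM, and it is confounded with genotype in part, since no *Ncf1 Lyz-/-* library was of lower depth. Scaling by median ratios moved the median log2 fold change of all genes from 0.003 to 0.005, and the median among the 6 libraries was −0.11. Scaling by median ratios, limma with no trend, a mean of at least 1 FPKM and both pseudocounts kept the direction of each of the 25 lists followed and its side of the threshold, and kept the direction of each of the 148 named genes, or of the 130 that the stricter filter left.

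The 1 gene called at an adjusted p under 0.05 became 0 genes with no filter or with no trend in limma (with 729 genes at an unadjusted p under 0.05 in the main comparison), 6 with array weights, 2 with the depth set as a covariate and 22 with the authors' deposited p-values. The genes higher at the study's thresholds (50) became 28 with a pseudocount of 0.5 and 19 with a pseudocount of 1, which pull the fold changes of weakly expressed genes toward 0, 123 with no filter, which tests more genes, and 99 with array weights. The genes lower at these thresholds (62) became 32 and 22 with these pseudocounts, 108 with no filter and 100 with the depth set as a covariate. The 11 lists called by camera became 0 with an estimated correlation and 0 by fry. The count of enriched pathways (0) became 3 with either pseudocount, 24 among the 6 libraries and with the depth set as a covariate, and 1 with the authors' deposited p-values or the authors' significant genes. The camera p of the miR-223 site genes (0.941, higher) changed direction to lower with no filter (0.902), with a mean of at least 1 FPKM (0.924) and for 7mer-m8 sites alone (0.876). Leaving out 1 library gave 0 to 1 genes at an adjusted p under 0.05 (without NKO2 it was *Rpl29*), 42 to 92 genes higher and 45 to 102 genes lower at the study's thresholds, the highest without WT2, 9 to 14 lists, 0 to 3 pathways (3 without NKO2 and without WT3), 0 to 4 pathways for the higher genes alone (2 over all 9 libraries; a test chosen after seeing the data), 0 to 1 of the 3 inflammation and fibrosis lists among the first 100 genes (1 without NKO5), and 0.597 to 0.962 for the p of the miR-223 site genes, whose direction was lower without NKO4, NKO5, WT1 or WT6.

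Among the 6 libraries of higher depth, and by the same values with the depth set as a covariate, the log2 fold change changed sign for *Adgre1* (−1.06), *Ccl2* (−0.17), *Vim* (−0.52), *Col3a1* (−0.53), *Col1a2* (−0.35), *Gm9973* (0.28), *Prkaa2* (−0.12), *Sirt1* (−0.15), *Slc1a4* (0.19), *Ncf4* (−0.35), *Cybb* (−0.82), *Cxcl10* (−0.44) and *Il1r1* (0.61). With array weights it did for *Vcam1* (0.13), *Col3a1* (−0.020), *Wwtr1* (0.11), *Marco* (0.24), *G6pc* (0.27) and *Irs2* (0.083). In the authors' deposited table the sign differed for *Adgre1* (−0.083), *Vim* (−0.033) and *Cybb* (−0.041). The named genes whose sign changed when 1 library was left out spanned, over the 9 fits, *Adgre1* (−0.20 to 0.44), *Il1b* (−0.57 to 0.67), *Icam1* (−0.31 to 0.53), *Vcam1* (−0.29 to 0.13), *Vim* (−0.086 to 0.20), *Col3a1* (−0.18 to 0.28), *Col1a2* (−0.082 to 0.18), *Acacb* (−0.075 to 0.12), *Cpt1a* (−0.11 to 0.021), *Slc1a4* (−0.21 to 0.11), *Wwtr1* (−0.20 to 0.13), *Ncf4* (−0.11 to 0.26), *Cyba* (−0.35 to 0.16), *Cybb* (−0.16 to 0.40), *Cxcl1* (−0.20 to 1.67), *Cxcl10* (−0.057 to 1.37), *Marco* (−0.45 to 0.20) and *G6pc* (−0.49 to 0.30). None of these genes passed limma's adjusted threshold in the main comparison.

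Of the 25 lists followed, camera's direction changed among the 6 libraries for neutrophil markers (0.460), hepatocyte markers (0.0410), acute phase genes (0.290), AMPK subunits and upstream kinases (0.981) and established miR-223 target genes (0.308), where the value is the adjusted p. With the depth set as a covariate it changed for neutrophil markers (0.528), hepatocyte markers (0.0402), acute phase genes (0.299), AMPK subunits and upstream kinases (0.885) and established miR-223 target genes (0.323). With no filter it changed for neutrophil markers (0.681), cytokines, chemokines and adhesion molecules (0.860) and established miR-223 target genes (0.860), and with array weights for neutrophil markers (0.800), cytokines, chemokines and adhesion molecules (0.587) and established miR-223 target genes (0.896). Over the fits that leave out 1 library the adjusted p of the lists whose direction changed spanned NADPH oxidase (0.359 to 0.959), neutrophil markers (0.00122 to 0.957), macrophage and Kupffer cell markers (0.0344 to 0.907), hepatocyte markers (0.488 to 0.975), cytokines, chemokines and adhesion molecules (0.0250 to 0.973), NF-kB and TNF response genes (4.51e-04 to 0.803), interferon-stimulated genes (0.0427 to 0.932), AMPK subunits and upstream kinases (0.409 to 0.939), AMPK signaling pathway (0.460 to 0.824) and established miR-223 target genes (0.439 to 0.939).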

Differences from the paper's values

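The comparisons among the 6 libraries of higher depth, those with the depth set as a covariate and those with the authors' significant genes were chosen only after the result was seen; all other alternatives for the values in this part were set before the data were examined, except where they were applied to pathways and to the first 100 genes.

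Here a count or a −log10 p is taken to differ where one value is more than 1.5 times the other, and a log2 fold change where the gap is wider than its standard error. The paper states 98 genes higher in ethanol-fed *Ncf1 Lyz-/-* livers at its thresholds, and 50 were found here. The values come within 1.5 times of each other with no filter on low values (123), with array weights (99), without NKO2 (70), without WT2 (92) and with the authors' deposited p-values (71). They stay further apart with both pseudocounts, a mean of at least 1 FPKM, scaling by median ratios, no trend, and without NKO3, NKO4, NKO5, WT1, WT3, WT4 or WT6. The paper states 126 genes lower, and 62 were found here. Those values come within 1.5 times of each other with no filter (108), without NKO2 (88), without NKO4 (87) and without WT2 (102), and stay further apart with the other alternatives set before the data were examined, including array weights (83) and the authors' deposited p-values (79). Of settings chosen after seeing the values, the fit with the depth set as a covariate brings both counts within 1.5 times, with 68 higher and 100 lower, and drops 82 of the authors' 98 and 97 of their 126 genes (65 and 87 are dropped in the main comparison). The 6 libraries of higher depth, also chosen after seeing the values, bring the lower genes within 1.5 times (91, dropping 99 of the 126) but not the higher ones (63). In the authors' deposited table itself, 98 genes are marked higher and 126 lower. Of these, 150 had a mean of at least 0.5 FPKM; all 150 had the same direction here, and 72 were at the study's thresholds.

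For labelled genes in Fig. 8A the paper's log2 fold changes, read by eye, differed from those here for 1 gene, *Ttpal*, at about −3.5 against −2.29 here. With the authors' deposited values in place of limma's it was −3.51, and with the other alternatives it still differed. The paper's values of −log10 p, read by eye in Fig. 8A, were about 14 for *mt-Tl2*, about 10 for *Rasgef1b*, about 8.7 for *mt-Th*, about 7.8 for *Fam168a*, about 7.1 for *Cyp7a1*, about 6.5 for *Cyp3a44*, about 5.7 for *Mvd* and about 4.8 for *Ttpal*. In limma they were 5.55 for *mt-Tl2*, 4.66 for *Rasgef1b*, 4.98 for *mt-Th*, 3.85 for *Fam168a*, 3.47 for *Cyp7a1*, 3.56 for *Cyp3a44*, 3.09 for *Mvd* and 2.07 for *Ttpal*. The authors' deposited p-values came within 1.5 times of the figure's values for *Fam168a* (5.48), *Cyp7a1* (8.29), *Cyp3a44* (6.24), *Mvd* (5.15) and *Ttpal* (6.54), and stayed further apart for *mt-Tl2* (7.85), *Rasgef1b* (6.11) and *mt-Th* (4.75); each of the other alternatives left all 8 further apart. *Kcnk10* is among the genes labelled in Fig. 8A and has a p of 1 in the authors' deposited table.

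The paper names AMPK signaling among the enriched pathways of Fig. 8C. Here it was the first of 313 pathways by p, with an adjusted p of 0.110 (Fisher's exact test), and in the authors' deposited table tested the same way its adjusted p was 0.224. It passed among the 6 libraries of higher depth (adjusted p = 0.0239) and with the depth set as a covariate (0.0268), settings chosen after the values were seen, in which it was 1 of 24 pathways that passed and 16 of the 20 pathways in Fig. 8C did not pass.

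The paper states that inflammatory and fibrotic genes were enriched among the first 100 genes and that many of them were lower. Here 0 members of the 3 lists tested were among the first 100 by limma's p (Fisher's exact test, p = 1 for each list). Lists this short seldom place a member there by chance, so a count of 0 is weak evidence against enrichment. The paper's statement refers to the GO terms and pathways of Fig. 8, B and C, which are other sets of genes. It also refers to genes past a fold change cut, which the ranking by limma's p did not apply. Among the genes marked significant in the authors' deposited table, the first 100 by p held *Cxcl13* of the cytokine list (Fisher's exact test, p = 0.161). They also held *Irf1* of the NF-kB and TNF list (Fisher's exact test, p = 0.197). Both were higher, and 0 stellate cell and extracellular matrix genes were among them. Without NKO5 the ratio of mean FPKM goes from 3.31 to 1.03 for *Cxcl13* and is 1.31 for *Irf1*. Without NKO5 the first 100 held *Ier3* and *Junb* of the NF-kB and TNF list, both lower (Fisher's exact test, p = 0.0214), with *Il1rn* lower (p = 0.177) and *Acta2* higher (p = 0.204) from the other lists; this setting was applied to this result after the values were seen.

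By RT-qPCR the paper reports lower expression of several inflammation and fibrosis genes in ethanol-fed *Ncf1 Lyz-/-* livers. In these libraries *Tgfb1* (−0.19) and *Col4a1* (−0.72) had negative log2 fold changes as well, and *Il1b* (0.23) and *Icam1* (0.29) had positive ones, which were −0.57 and −0.31 without NKO5. *Tnf*, *Ccl4* and *Ly6g*, also on the paper's list, had means under 0.5 FPKM. The legend of Fig. 7 gives 6 mice per group for these genes, against 5 WT and 4 *Ncf1 Lyz-/-* livers here, so the 2 sets of mice are not the same, and how far they overlap is not given in the paper's text.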

Other observations

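The fits among the 6 libraries of higher depth and with the depth set as a covariate were chosen only after the results had been seen; the gene lists and the splits of the libraries were not.

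Besides lipid synthesis, several groups of liver genes had higher values in ethanol-fed *Ncf1 Lyz-/-* livers than in ethanol-fed WT livers. Of 23 tested mitochondrial tRNA and rRNA genes, which serve translation inside mitochondria, 21 had positive log2 fold changes, 7 of them at an unadjusted p under 0.05 in limma and 5 when adjusted over the list alone (camera, adjusted p = 7.39e-11; adjusted p = 0.142 with an estimated correlation). Of 13 mitochondrial mRNAs, 12 had positive values (camera, adjusted p = 0.00248; adjusted p = 0.699 with an estimated correlation), a call lost with no filter on low values (0.174), without NKO5 (0.0598) and without WT2 (0.224). Of 40 cytochrome P450 genes for drugs and steroids, 35 had positive values, such as *Cyp2a5* (0.62) and *Cyp2f2* (0.28), 8 at an unadjusted p under 0.05 and 2 adjusted over the list alone (camera, adjusted p = 1.31e-05; adjusted p = 0.0991 with an estimated correlation). Of 24 genes with female-biased expression in liver, 20 had positive values, among them *Cyp2b9* (0.36) and *Cyp2c40* (0.37), 6 at an unadjusted p under 0.05 and 1 adjusted over the list alone (camera, adjusted p = 3.10e-04; adjusted p = 0.327 with an estimated correlation); the 2 lists share P450 genes. Among the 6 libraries of higher depth these 4 lists had medians of 0.48, 0.25, 0.094 and 0.12 and were again called higher (adjusted p = 4.22e-16, 3.57e-10, 2.96e-07 and 1.04e-04), each call lost with an estimated correlation (adjusted p = 0.248, 0.386, 0.188 and 0.386).

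Groups with lower values included rapid response genes. Of 25 immediate early and stress genes, 21 had negative values, such as *Dusp6* (−0.65), a phosphatase of ERK, *Ier2* (−0.68), *Klf2* (−0.82) and the nuclear receptor gene *Nr4a1* (−2.30); 6 had an unadjusted p under 0.05 in limma and 1 passed when adjusted over the list alone (camera, adjusted p = 2.08e-06; adjusted p = 0.622 with an estimated correlation). That call was lost without NKO3 (0.111), among the 6 libraries of higher depth (median −0.47, adjusted p = 0.222) and with the depth set as a covariate (0.160). Of 29 acute phase genes, which encode plasma proteins of inflammation, 24 had negative values, among them *Orm2* (−1.79), *Lcn2* (−2.49), *Hp* (−0.75) and *Cp* (−0.27), 3 at an unadjusted p under 0.05 and 0 adjusted over the list alone (camera, adjusted p = 3.43e-05; adjusted p = 0.699 with an estimated correlation). Without NKO5 their adjusted p was 6.03e-12 (adjusted p = 0.202 with an estimated correlation), and among the 6 libraries camera placed them higher (adjusted p = 0.290) at a median of −0.055. All 6 red blood cell genes had negative values, such as the globin genes *Hbb-bs* (−0.85) and *Hba-a1* (−0.91), which have near-identical copies, with 0 at an unadjusted p under 0.05 (camera, adjusted p = 5.35e-04; adjusted p = 0.622 with an estimated correlation). NKO2 was the highest *Ncf1 Lyz-/-* library for both globin genes, and without it these values were −1.30 and −1.40 and the list's median went from −0.85 to −1.31 (camera, adjusted p = 6.44e-11; adjusted p = 0.180 with an estimated correlation). The call was lost among the 6 libraries (0.102) and with the depth set as a covariate (0.0822). Leaving out 1 library also moved the medians of the immediate early and stress genes (−0.62, or −0.31 without NKO3), the acute phase genes (−0.38, or −0.25 without NKO3, −0.68 without NKO5 and −0.73 without WT2), the infiltrating and lipid-associated macrophage markers (−0.31, or −0.50 without NKO2, −0.14 without WT1 and −0.49 without WT4) and the female-biased genes (0.30, or 0.14 without WT6) by over 1.5 times.

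Other lists passed in some settings and not over all 9 libraries. Of 23 genes of ER stress, 18 had negative values (camera, adjusted p = 0.0557), and the list was called lower with no filter (0.0263), with array weights (0.0289), and without NKO4 (1.61e-04), NKO5 (0.0389), WT2 (0.00796) or WT3 (0.0444), with an estimated-correlation adjusted p of 0.398 to 0.896 in these settings. Among the 6 libraries of higher depth camera called NADPH oxidase genes lower (adjusted p = 0.00523, against 0.786 over all 9) and interferon-stimulated genes lower (0.0290, against 0.907). In the same fit the 17 macrophage and Kupffer cell markers, all negative, and the infiltrating macrophage markers were called lower (adjusted p = 4.35e-11 and 3.05e-05; adjusted p = 0.386 and 0.188 with an estimated correlation). Bile acid genes (0.0204, against 0.400) and hepatocyte markers (0.0410, against 0.907) were called higher there. With an estimated correlation the adjusted p was 0.387 for NADPH oxidase, 0.791 for interferon-stimulated, 0.387 for bile acid and 0.386 for hepatocyte genes. Without WT1 the interferon-stimulated genes were called higher (0.0427; adjusted p = 0.818 with an estimated correlation). Of 28 genes of gluconeogenesis and glucose homeostasis, *Ppp1r3b* was higher and *Pck1*, *Sik1* and *Ppargc1a* lower when adjusted over the list alone in limma, with 14 positive and 14 negative values (camera, adjusted p = 0.423).

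Some genes, chosen after their values were seen, separated libraries in other ways than by genotype. The MHC class II genes *H2-Aa*, *H2-Ab1* and *H2-Eb1* and the invariant chain gene *Cd74* had log2 fold changes of −0.43, −0.57, −0.24 and −0.45 over all 9 libraries and of −1.35, −1.48, −1.05 and −1.18 among the 6 of higher depth (adjusted p = 0.868 for each there, from limma), since WT1 and WT2 held the highest levels. *Marco*, a scavenger receptor gene of Kupffer cells, had −0.16 and −1.23. *Fam83h* had 0.259 and 0.326 FPKM in WT1 and WT2 and 2.75 to 3.47 FPKM in the other 7 libraries, and *Tmem129* had 1.97 and 2.22 FPKM in WT1 and WT2. *Fam83h* was called among the 6 libraries (log2 fold change 2.99, adjusted p = 0.0155 from limma). *Rpl29*, a ribosomal protein gene, had 51.6 FPKM in NKO2, 1.10, 1.77 and 0.955 FPKM in NKO3, NKO4 and NKO5, and 60.7 to 71.4 FPKM in WT livers, and it was called without NKO2 (log2 fold change −5.60).

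Genes that the paper measured by other assays had these log2 fold changes over all 9 libraries. Among the RT-qPCR genes they were 0.70 for *Ccl3*, 0.12 for *Adgre1*, −0.089 for *Vcam1*, −0.25 for *Col1a1*, 0.073 for *Col3a1*, 0.070 for *Col1a2* and 0.029 for *Vim*, while *Il6*, *Cxcl2* and *Mmp13* had means under 0.5 FPKM. For mRNAs of proteins in Fig. 8, D–F, they were 0.60 for *Acaca*, 0.36 for *Ppara*, 0.26 for *Sirt1*, 0.14 for *Prkaa2*, −0.11 for *Prkaa1*, −0.034 for *Cpt1a*, 0.0030 for *Acacb* and −0.45 for *Ucp2* (smallest adjusted p = 0.784 from limma). Among other oxidase genes they were 0.11 for *Ncf4*, −0.088 for *Cyba* and 0.12 for *Cybb*. The signs of *Adgre1*, *Vim*, *Col3a1*, *Col1a2*, *Sirt1*, *Prkaa2*, *Ncf4* and *Cybb* were negative among the 6 libraries of higher depth.

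Other splits of the 9 libraries into 4 and 5 were compared with the real one, with 100 of 126 run. At least as many genes passed limma's adjusted threshold (1 gene) in 21 of the 100 splits, the real one included, with 3 as the highest of the others. The 50 genes higher at the study's thresholds were reached in 24 splits (highest other 149) and the 62 genes lower in 18 (highest other 142). For the 11 lists called by camera it was 35 splits (highest other 20), and for the p of the miR-223 site genes (0.941) 91 (smallest other 0.0361). Chance cannot be excluded for any of these 5 results. For the 0 enriched pathways (highest other 22) and the 0 inflammation and fibrosis lists among the first 100 genes (highest other 2) the number is 100 of 100 for each by definition, so the splits do not test them. The split that sets apart the 3 libraries of lower depth together with NKO5, the library of the highest depth, gave 3 genes at an adjusted p under 0.05, as did NKO2, NKO3, NKO5 and WT2 against the rest; within the libraries of higher depth the real comparison gave 1 gene. That some splits call more than 2 times the real number of genes at the study's thresholds may point to a structure of the samples other than genotype, which was not tested.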
